# mRNA, lncRNA, and circRNA expression profiles in a new aortic dissection murine model induced by hypoxia and Ang II

**DOI:** 10.3389/fcvm.2022.984087

**Published:** 2022-10-26

**Authors:** Yuanyuan Li, Xiaozhu Ma, Shuai Mei, Yueping Ji, Dong Wang, Liqun He, Dating Sun, Jiangtao Yan

**Keywords:** aortic dissection, obstructive sleep apnea, hypoxia, bioinformatics, aortic structure, apoptosis, inflammation

## Abstract

**Background and aims:**

Aortic dissection (AD) is a cardiovascular emergency with degeneration of the aortic media. Mounting evidence indicates obstructive sleep apnea (OSA) as an independent risk factor for AD development with unknown mechanisms. This study aims to establish a stable murine model of OSA-related AD (OSA-AD) and uncover the potential changes in gene transcripts in OSA-AD.

**Materials and methods:**

ApoE^–/–^ mice were exposed to the chronic intermittent hypoxia (CIH) system combined with Ang II administration to establish the OSA-AD model. Pathological staining was performed to exhibit the physiological structure of the mouse aorta. The SBC mouse ceRNA microarray was used to identify significantly differentially expressed (DE) mRNAs, DE long-non-coding RNAs (DElncRNAs), and DE circular RNAs (DEcircRNAs) in OSA-AD tissues. Subsequently, bioinformatics analysis, including Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genome (KEGG), and protein–protein interaction (PPI) analyses, were performed to evaluate the function of the significantly differentially expressed transcripts (DETs). The hub genes were confirmed using quantitative real-time polymerase chain reaction (qRT-PCR).

**Results:**

ApoE^–/–^ mice exposed to CIH and Ang II showed a high ratio of aortic accident (73.33%) and significant aortic diameter dilatation (1.96 ± 0.175 mm). A total of 1,742 mRNAs, 2,625 lncRNAs, and 537 circRNAs were identified as DETs (LogFC ≥ 1.5 or ≤ –1.5, *P* < 0.05). GO and KEGG analyses demonstrated that the differentially expressed mRNAs (DEmRNAs) were most enriched in cell proliferation, migration, apoptosis, inflammation, and hypoxia-related terms, which are closely related to aortic structural homeostasis. The PPI network contained 609 nodes and 934 connections, the hub genes were highlighted with the CytoHubba plugin and confirmed by qRT-PCR in AD tissues. KEGG pathway analysis revealed that the *cis*-regulated genes of DElncRNAs and circRNAs-host genes were enriched in aortic structural homeostasis-related pathways.

**Conclusion:**

Our findings help establish a *de novo* OSA-AD animal model using ApoE^–/–^ mice. Many DEmRNAs, DElncRNAs, and DEcircRNAs were screened for the first time in OSA-AD tissues. Our findings provide useful bioinformatics data for understanding the molecular mechanism of OSA-AD and developing potential therapeutic strategies for OSA-AD.

## Introduction

Aortic dissection (AD) is a highly fatal cardiovascular emergency that is characterized by the formation of an intimal flap within the aortic wall, causing blood to flow between the aortic layers and creating a false lumen with a narrow true lumen (1). Epidemiological studies have shown that the true incidence of AD may range from 2.6 to 3.5 cases per 100,000 annually in 65–75-year-old individuals (2, 3). Histopathological studies have revealed that cystic medial necrosis, elastic fiber loss, and interconnecting elastic fiber loss are the main changes associated with AD (2). Etiological studies have shown that obstructive sleep apnea (OSA), genetic mutations, hypertension, true aortic aneurysms, inflammatory aortic diseases, pregnancy and steroid use, and atherosclerosis are important causes of AD (2).

Obstructive sleep apnea is considered an independent risk factor for cardiovascular disease (4, 5), which is closely related to hypertension, pulmonary hypertension, stroke, heart failure, atrial fibrillation, and coronary heart disease (4, 6). Additionally, OSA is relevant to increased all-cause mortality and cardiovascular mortality (4). In the last two decades, epidemiological studies have confirmed that OSA is an independent risk factor for AD, indicated by the higher OSA index in patients with AD (7–10). Notably, the aortic diameter was substantially larger in patients with OSA than healthy individuals (11, 12). Nevertheless, the molecular mechanism of OSA-AD remains largely unknown. According to a hypothesis, the negative intrathoracic pressure in OSA may increase the transmural pressure of the aortic wall, resulting in vascular damage. An increase in blood pressure may be necessary to initiate the presence of an entry tear (13). A recent study reported that OSA facilitates the production of reactive oxygen species (ROS), which activate HIF-α to promote the expression of matrix metalloproteases that destroy the aortic structure (14). Recent studies demonstrated that long-non-coding RNAs (lncRNAs) and circular RNAs (circRNAs) play crucial roles in diverse cellular and physiological functions (15, 16). Although a few lncRNAs and circRNAs have been implicated in AD (17–19), the expression and function of a large number of differentially expressed (DE) lncRNAs and DEcircRNAs in AD have not been explained. Additionally, the expression and function of lncRNAs and circRNAs in OSA-AD have not been reported. Given the difficulty of understanding how OSA affects the development of AD, there are currently no effective therapeutic strategies for OSA-AD intervention or prevention. Therefore, evaluating the molecular mechanism is urgently needed for establishing therapeutic strategies against OSA-AD.

In this study, we first established a stable OSA-AD mouse model. We induced OSA-AD in ApoE^–/–^ mice using the chronic intermittent hypoxia (CIH) system and Ang II administration. Subsequently, the SBC mouse ceRNA microarray was used to investigate significant DEmRNAs, DElncRNAs, and DEcircRNAs in OSA-AD tissues. Then, we performed bioinformatics analyses to identify the potential roles of DEmRNAs, DElncRNAs, and DEcircRNAs in OSA-AD.

## Materials and methods

### Human samples

Aortic tissues were obtained from patients with thoracic aortic dissection (AD samples) and patients undergoing heart transplantation (normal controls). All samples were stored in liquid nitrogen or paraformaldehyde. All protocols using human specimens were approved by the Human Research Ethics Committees of Tongji Hospital, Tongji Medical College, Huazhong University of Science and Technology, and informed consent was obtained from patients or their family members.

### Animals

All animal experiments were conducted according to the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85–23, revised 1996) and the Public Health Service Policy on Humane Care and Use of Laboratory Animals. Animals were anesthetized with 1% pentobarbital before experiments were conducted. Five mice unexpectedly died before the exposure endpoint. Mice were raised in temperature-controlled cages in a 12-h light–dark cycle with a normal diet. This study was approved by the animal care facility of Tongji Medical College, Wuhan, China. ApoE^–/–^ (C57BL/6 background) mice were provided by the Charles River Laboratories (MA, USA) and were housed at the animal care facility of Tongji Medical College under specific pathogen-free conditions. All animal work was approved by the Institutional Animal Research Committee of Tongji Medical College.

### Mice obstructive sleep apnea model

The OSA mice model was established as follows. In brief, ApoE^–/–^ mice were treated in the CIH system; room air (RA) condition was used as a control. The flow of oxygen and nitrogen was regulated by the gas control system into the chamber at a specified time and concentration. During an intermittent hypoxia cycle, nitrogen was transferred to the chamber to achieve 6% O2 for 60 s. Then, oxygen was delivered into the chamber to achieve 21% O_2_ concentration for 60 s. Mice were housed in the chamber for 30 cycles/h, 8 h/day for 7 day/week and 4 weeks. In the control group, mice were placed in a chamber with 21% O_2_ for the same time cycle. All mice were euthanized at the end of the experiment.

### Establishment of the aortic dissection model

Eight-week-old ApoE^–/–^ mice were implanted with a microosmotic pump (Model 2004, Durect Corporation, Cupertino, CA, USA), which was filled with 2.5 μg/kg/min Ang II (Sigma-Aldrich). Saline was used as a control for Ang II. The mice were given the treatment for 14 days. Forty-eight 8-week-old ApoE^–/–^ mice were randomly grouped as follows: saline infusion with RA (*n* = 6); Ang II infusion with RA (*n* = 17); Ang II infusion plus CIH (n = 16); and saline infusion plus CIH (*n* = 9). Two weeks after CIH, mice were infused with Ang II for another 2 weeks in the CIH groups.

### Aortic dissection and aortic rupture evaluation in mice

Animals were anesthetized at the end of all interventions. For AD quantification, we evaluated the maximum width of the aorta (ascending arch, descending thoracic, and abdominal aortic segments) with the Image Pro Plus software (Media Cybernetics, Bethesda, MD, USA). AD in mice was defined as the presence of hematoma or the presence of layer separation within the aortic wall detected on gross or histological appearance.

### Immunohistochemical staining

Aortas were fixed in 4% paraformaldehyde and embedded with paraffin for histological analysis. Then the aortas were sectioned into 3-μm cross-sections and stained with hematoxylin and eosin and Verhoeff-Van Gieson (EVG). Negative controls were used to validate the specificity of each immunostaining.

### Immunofluorescence staining

After incubating with 10% FBS, the sections were incubated with primary antibodies overnight at 4°C, then, the primary antibodies were replaced by secondary antibody labels and cell nuclei were stained with DAPI. Primary antibodies: α-SMA (cat. no. Ab5694; dilution: 1:50; Abcam), CASP3 (cat. no. ab32351; dilution: 1:50; Abcam), IL-1β (cat. no. ab254360; dilution: 1:50; Abcam). Secondary antibodies: Alexa Fluor^®^ 568-conjugated goat anti-rabbit immunoglobulin G (cat. no. A-11034; dilution, 1:250; Thermo Fisher Scientific), and Alexa Fluor^®^ 488-conjugated goat anti-mouse immunoglobulin G (cat. no. A32727; dilution, 1:250; Thermo Fisher Scientific). Images were obtained by E2000U microscope (Nikon Corporation, Tokyo, Japan).

### RNA extraction, SBC-ceRNA microarray, and data preprocessing of differentially expressed transcripts

Total RNA from mouse aortic tissues, including three normal tissues (induced by RA + saline) and 3 AD tissues (induced by CIH + Ang II), was extracted using TRIzol reagent (Invitrogen, CA, USA) according to the manufacturer’s protocol. The NanoDrop ND-2000 (Thermo Scientific, MA, USA) was used to quantify total RNA, and the Agilent Bioanalyzer 2100 (Agilent Technologies) was used to evaluate the integrity of the total RNA. The total RNA was hybridized to SBC mouse (4 × 180 K) ceRNA microarray by SHBIO^1^ to identify significant differentially expressed transcripts (DETs), including mRNAs, lncRNAs, and circRNAs. Sample labeling, microarray hybridization, and washing were performed following the standard protocols of the manufacturer. The extraction software (version10.7.1.1, Agilent Technologies) was used to analyze array images to get raw data. GeneSpring was used to complete the basic analysis of the raw data. Significant DETs between normal and AD tissues were identified and retained by screening for a log (fold change) ≥ 1.5 or ≤ –1.5 and *P* < 0.05. To visually display the DETs, volcano and heatmap analysis was performed for significant DETs using imageGP.^2^

### Gene ontology and kyoto encyclopedia of genes and genome pathway enrichment analysis

Gene ontology (GO) analysis was performed using DEmRNAs, which involve cell composition (CC), biological process (BP), and molecular function (MF). The kyoto encyclopedia of genes and genomes (KEGGs) pathway analysis offers biological pathways of DEmRNA genes in AD tissues induced by CIH and Ang II. The GO and KEEG analysis and enrichment plots were constructed using the online biological function database bioinformatics^3^ and DAVID.^4^ The enrichment index with *P* < 0.05 was considered statistically significant.

### Protein–protein interaction network construction and hub gene identification

To explore possible protein–protein interaction (PPI) network interactions, the DEmRNAs were mapped to the Search Tool for the Retrieval of Interacting Genes/Proteins database (STRING^5^). PPI pairs were extracted with a high required interaction score > 0.9. The interactions were downloaded from STRING and used to construct a PPI network by Cytoscape software platform (3.9.0). Nodes with a higher degree of connectivity were considered important in maintaining the stability of the PPI network; therefore, the CytoHubba plugin for Cytoscape software was used to identify the top 20 hub genes.

### Quantitative reverse transcription-polymerase chain reaction

As described in Sun et al. (20), total RNA was extracted from aortic tissues of mice and human. Then the RNA was converted to cDNA using the HiScript II Q RT SuperMix for qPCR (+gDNA wiper) (R223-01, Vazyme, China). qPCR was performed using the ChamQ SYBR qPCR Master Mix (#Q311-02, Vazyme, China). *Gapdh/GAPDH* was used as an endogenous control. Data analyses were performed using the SDS 2.2.2 software. The primers are listed in Supplementary Tables 1, 2.

### *Cis*-regulatory network construction of differentially expressed long-non-coding RNAs

Long-non-coding RNAs play a role in modulating adjacent gene expression to produce biological effects *via* a *cis*-regulatory network. Therefore, the prediction of potential target genes of DElncRNAs was performed. DElncRNAs *cis*-regulated target genes were mainly predicted based on location distribution, with the lncRNA *cis*-regulated network defined as constructed by DElncRNAs and DEmRNAs within 10 kbp of the chromosome. Pearson’s correlation analysis was performed on *cis*-lncRNA–mRNA pairs (*P* < 0.05). The *cis*-lncRNA regulatory network was visualized using the Cytoscape software platform (3.9.0).

### Statistical analysis

All data were presented as mean ± standard deviation (SD) of three independent experiments with the software GraphPad Prism 7. Significance was assessed by one-way ANOVA followed by Tukey’s test. All statistical evaluations were performed using SPSS 22.0 (SPSS Inc., Chicago, IL, USA). A *P*-value < 0.05 was considered statistically significant.

## Results

### The physiological structure of the aorta deteriorated in obstructive sleep apnea-related aortic dissection mice

To evaluate the role of OSA in the development of AD, we simulated OSA using the CIH system and designed a scheme for establishing the OSA-AD animal model (Figure 1A). Briefly, after 2 weeks of preprocessing under CIH, ApoE^–/–^ mice were implanted with microosmotic pumps filled with Ang II subcutaneously. Then, the mice received CIH treatment for another 2 weeks. At the end of the experiment, mice blood pressure was measured, as expected, the blood pressure was increased in mice treated with Ang II, but no affected by hypoxia (Figure 1B). Besides, the mice heart rate in four groups showed no significance (Supplementary Figure 1A). Mice aortas were obtained from the mice (Figure 1C), and the rate of aortic accidents and aortic diameters were calculated in the four groups. Mice induced by RA and saline showed no aortic accidents (0%, 0/5); however, aortic accident rate in mice induced with RA and Ang II (26.67%, 4/15) showed an increase. Importantly, the aortic accident rates in mice induced by CIH combined with saline or Ang II were 12.5% (1/8) and 73.33% (11/15), respectively (Figure 1D). The maximal diameters of the aorta were 0.69 ± 0.006 mm (RA + saline), 1.22 ± 0.163 mm (RA + Ang II), 1.00 ± 0.320 mm (CIH + saline), and 1.96 ± 0.175 mm (CIH + Ang II) (Figure 1E). In addition, we have conducted β-Aminopropionitrile (BAPN)-induced AD in C57 mice (Supplementary Figure 1B), the incidence of AD is too low in this model and we failed to do further analysis. Next, histological analysis (using H&E and EVG staining) of the aorta of mice induced with CIH and Ang II showed that the aortic pseudocoel was inflated and accompanied a thinner aortic wall (Figure 2A). Immunohistochemical staining with the anti-α-SMA antibody showed collagen loss in AD tissues, which was induced by CIH and Ang II (Figure 2A). Importantly, the immunofluorescence staining with Casp3, Tunel and Il-1β were showed the cell apoptosis and inflammatory response were triggered in aortic tissues induced by CIH/Ang II (Figures 2B–D). Taken together, the aortic structure of the mice was destroyed and cell apoptosis and inflammatory response were triggered in mouse aortic tissues induced by CIH/Ang II.

**FIGURE 1:**
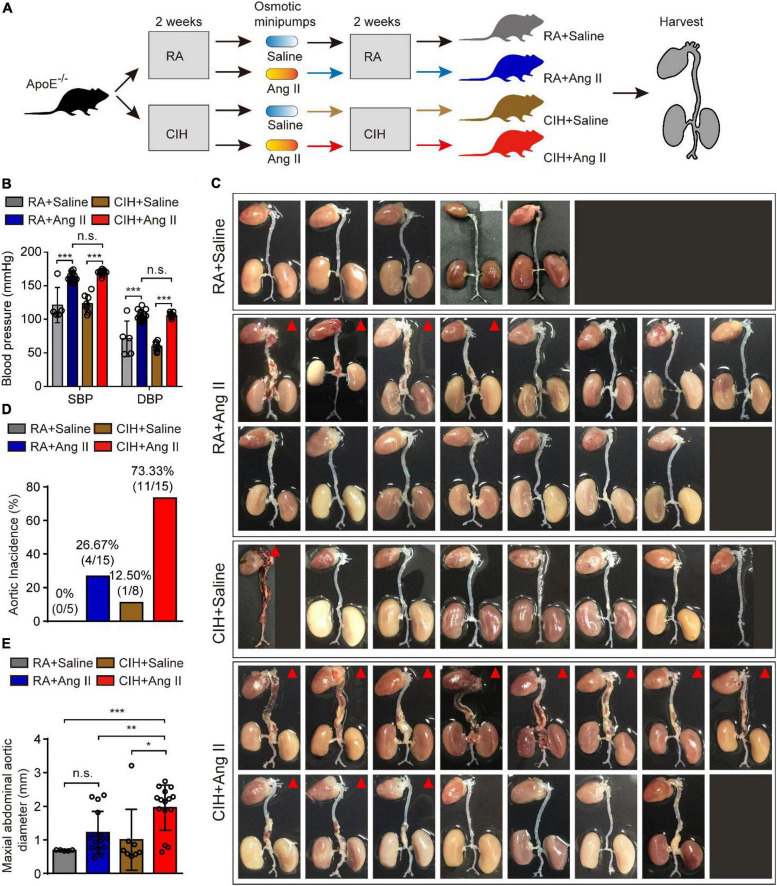
The establishment of the aortic dissection (AD) mouse model induced by chronic intermittent hypoxia (CIH) and Ang II. **(A)** Diagram illustrates the experimental design for establishing the AD model. Briefly, ApoE^– /–^ mice were preprocessed in the CIH system [room air (RA)-pretreated mice were used as control] for 2 weeks. Next, mice were implanted with microosmotic pumps filled with Ang II (saline was used as control). Then, mice received the CIH treatment (RA for control mice) for 2 weeks. Finally, aortic tissues were obtained from all animals. **(B)** The blood pressure of mice after CIH/RA and Ang II/saline administration. **(C)** Whole aorta tissue from the indicated mice after CIH/RA and Ang II/saline administration. The red triangle shows mice with aortic accident. **(D)** The histogram shows the ratio of aortic accident in the four groups of mice. **(E)** The histogram shows the maximal abdominal aortic diameter in the four groups of mice. For panels **(B–E)**, *n* = 5–15 mice per group; n.s., not significant; *P < 0.05, **P < 0.01, ***P < 0.001.

**FIGURE 2:**
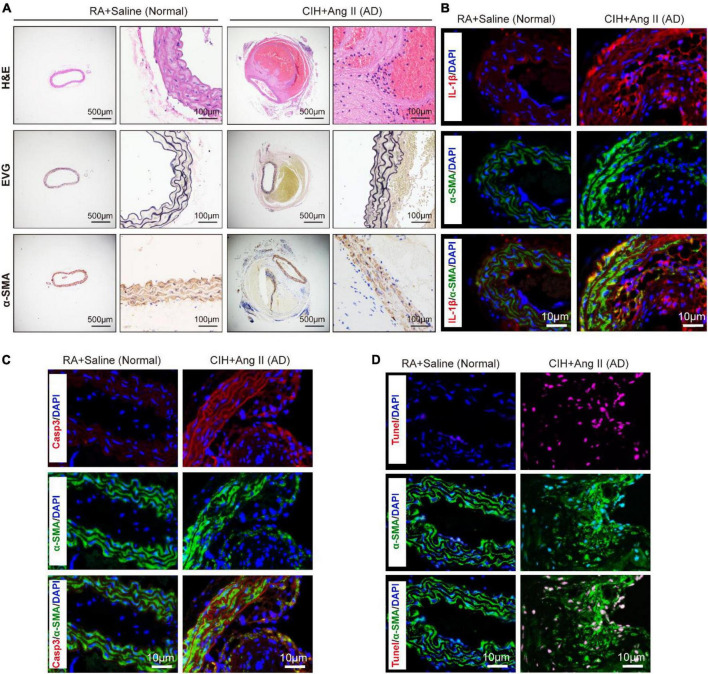
Transverse section of pathological aortic tissues. **(A)** Representative images exhibit aortic sections stained with H&E (first row) and EVG (second row). The third row shows aortic sections stained with the α-SMA antibody. **(B–D)** Representative images of immunofluorescence staining demonstrate Il-1β **(B)**, Casp3 **(C)** expression and Tunel positive cells **(D)** in aortic tissues of chronic intermittent hypoxia (CIH) and Ang II induced AD and control mice. Scale bar: for panel **(A)**, left 500 μm and right 100 μm; for panels **(B–D)**, 10 μm. EVG, Verhoeff-Van Gieson.

### Identification of differentially expressed transcripts in aortic dissection tissues induced by chronic intermittent hypoxia and Ang II

To identify potential change in gene transcripts, including mRNAs, lncRNAs, and circRNAs in AD tissues induced by CIH and Ang II, we performed the SBC-ceRNA microarray assay. 

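RNA from aortic tissue of ApoE-/- mice was hybridized to 6 one-color arrays, 3 for AD tissues (CIH + Ang II) and 3 for normal tissues (RA + saline). ApoE-/- mice lack apolipoprotein E, which clears cholesterol-rich lipoproteins from blood. The CIH mice received 4 weeks of intermittent hypoxia for 8 h per day, at 30 cycles per hour and a lowest oxygen level of 6%. Ang II was infused at 2.5 μg/kg/min for 14 days. The arrays hold no tissue after Ang II or CIH alone, so differences due to hypoxia, to Ang II and to the dissection itself cannot be told apart. Neither the methods nor the sample labels state whether each tissue came from a separate mouse, so the p-values measure the spread between these samples.

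The deposited values are log2 signals that the authors had normalized between arrays. Their medians lay between 3.57 and 3.59 on the 6 arrays. The submitters' processing notes name Agilent Feature Extraction 12.0 and limma, and the method of normalization is not given in the sources used here. Of 150373 probes, 68 control probes were left out and the other 150305 were tested with limma, with the group as the only term. The table lists probes by ID, without a gene or a transcript class, so 28219 probes with IDs that begin with A_ and 122086 that begin with CUST_ are counted separately. Values for a gene come from the probe that carries both the fold change and the P printed for that gene in the tables of the paper, each to 3 decimals. Both values were recovered when the fold change was taken between group means of linear signals and the P from an unequal-variance test on the log2 values. For each of the 72 entries of the tables followed here at least 1 such probe was found, and for 71 exactly 1. After the printed fold changes had been shifted by 0.01 to 0.1, 26 of 1440 trials found a probe. This match rests on values and not on an annotation, and a gene name below stands for such a probe.

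The negative control probe read 0.40 ± 0.12 (SD, n = 3) on the arrays of AD tissues and 0.22 ± 0.02 (SD, n = 3) on those of normal tissues. Between 16.0% and 26.7% of the probes of an array lay at or below it. The table holds no detection flags, so a level in this range is only an upper bound. Arrays of normal tissues correlated at 0.975 to 0.987 with each other, those of AD tissues at 0.942 to 0.949, and arrays of different groups at 0.910 to 0.946. The 13 control probes of mid-range signal that belong to the E1A and DCP sets (E1A_r60 probes detect the spike-in RNA of one-color Agilent labeling) were each higher on every array of AD tissue than on every array of normal tissue. Their median log2 difference was 2.21 (two-sided exact permutation test on the array means, p = 0.1, the smallest that 3 arrays against 3 allow). Some of these 13 probes may read the same RNA, which was not tested, so they are not 13 separate measurements. The control probe Mouse-GAPDH_3, for the reference gene of the qRT-PCR assays, read 14.43 ± 0.18 (SD, n = 3) in AD tissues and 14.03 ± 0.34 (SD, n = 3) in normal tissues (two-sided exact permutation test, p = 0.2). Mouse-PGK1_3 and Mouse-PGK1_5, probes for a glycolytic enzyme induced by hypoxia, differed by -0.60 and 0.71 (two-sided exact permutation tests, p = 0.4 and p = 0.2).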

Transcripts with log (fold change) ≥ 1.5 or ≤ -1.5 and *P* < 0.05 were identified as being DE. According to the volcano plots and heatmaps (Figure 3), 1742 mRNAs (Figures 3A,B), 2625 lncRNAs (Figures 3C,D), and 537 circRNAs (Figures 3E,F) were identified as being DE, including 1152 downregulated mRNAs, 590 upregulated mRNAs, 1,507 downregulated lncRNAs, 1,118 upregulated lncRNAs, 167 downregulated circRNAs, and 370 upregulated circRNAs. 

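Over all classes of transcript, 14379 probes met a log2 fold change of at least 1.5 in size with an unadjusted p under 0.05 from limma, and 5901 of them were higher and 8478 lower in AD tissues. At a Benjamini-Hochberg adjusted p under 0.05 from limma with no limit on the fold change, 11204 probes rose and 12127 fell. At the thresholds of the paper, the probes with A_ IDs that passed were mostly lower in AD tissues, with 825 higher and 2700 lower. Those with CUST_ IDs that passed were divided more evenly, with 5076 higher and 5778 lower. Among the probes with adjusted p under 0.05, 25.0% of the A_ probes and 55.2% of the CUST_ probes were higher in AD tissues. These numbers count probes and not transcripts, and no filter on dim probes was applied. The control probes of the E1A and DCP sets were higher on the arrays of AD tissues, and once all arrays were scaled to them, the median log2 fold change of all probes moved by -2.15. On that scale 123 probes were higher and 115888 lower at the thresholds of the paper. The scaling rests on control probes with a mean of 5 to 11, and the median of the means of all probes was 3.49. For probes outside that range these counts are extrapolated. The number at adjusted p under 0.05 from limma also depended on the arrays of normal tissues. It was 405 without RA + saline replicate 1, 6024 without replicate 2 and 0 without replicate 3, where 35637 probes had an unadjusted p under 0.05. The share of these probes that were higher in AD tissues was 48.0% with all arrays, 18.3% without replicate 1 and 37.0% without replicate 2. The number at adjusted p under 0.05 was 7523 with the equal-variance test and 0 with the unequal-variance test, by which 30927 probes had an unadjusted p under 0.05. With the replicate number as a block in limma, the number was 0 at an adjusted p under 0.05, 45251 at an unadjusted p under 0.05 and 14446 at the thresholds of the paper.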

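Among 19 mRNAs of Table 1, each matched to 1 probe by its printed fold change and P, 10 rose and 9 fell in AD tissues. Spp1 (osteopontin), a secreted matrix protein, read 10.86 ± 1.30 (SD, n = 3) in AD tissues and 4.82 ± 0.10 (SD, n = 3) in normal tissues, a log2 fold change of 6.05 (standard error 0.66, adjusted p = 0.0121 from limma). Saa3, an acute-phase serum amyloid protein, rose by 5.95 (standard error 1.05, adjusted p = 0.0256 from limma). Synpo2, an actin-binding protein of muscle, fell by 4.89 (standard error 0.32, adjusted p = 0.00742 from limma).

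Lists of genes by function or cell type could be followed only for members with a matched probe. Of 22 macrophage markers, 4 had one, and all 4 rose: the lectin Clec4d (log2 fold change of 5.03), the lipid receptor Trem2 (4.01), the arginase Arg1 (4.32) and the integrin Itgam, a hub gene. Of 30 inflammatory cytokines, chemokines and acute-phase genes, 2 had a probe and both rose, Saa3 and the pentraxin Ptx3 (4.56). Of 26 genes of matrix synthesis, 2 had a probe and both rose, Spp1 and the collagen prolyl hydroxylase P4ha3 (4.29). Of 26 contractile smooth muscle genes, 2 had a probe and both fell, Synpo2 and the myosin light chain kinase Mylk4 (-5.22). Kcnab1, a potassium channel subunit and the one matched member of 26 genes of smooth muscle contraction and cGMP-PKG signaling, fell by 4.60. Dsp and Perp, components of desmosomes, fell by 4.50 and by 4.43. Kap, the one matched member of 16 kidney markers, rose by 4.37. Because the study picked these genes on the same arrays, their direction is not independent evidence.

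**Figure D1:**
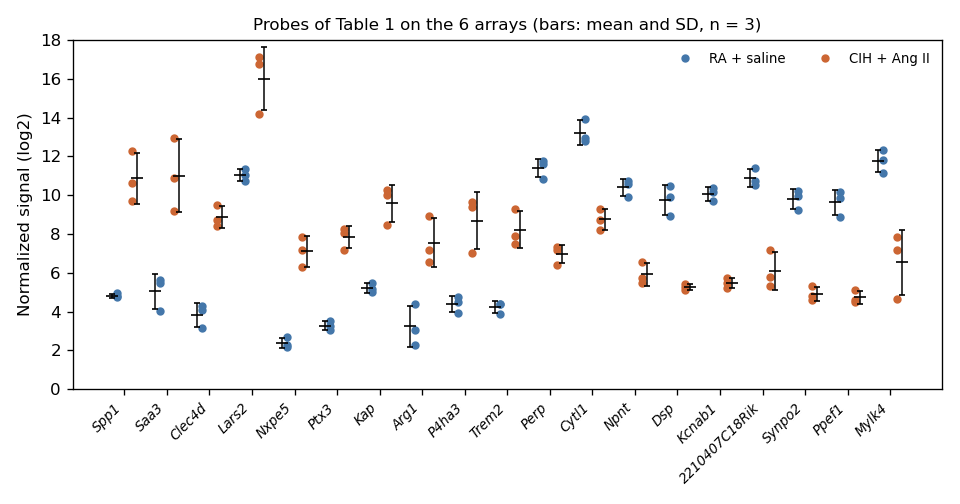
Normalized log2 signal of the probes matched to 19 mRNAs of Table 1 on the 3 arrays of normal tissues (RA + saline) and the 3 arrays of AD tissues (CIH + Ang II). Each point is 1 array, and the bars give the mean and SD. The 3 values of one group do not overlap the 3 of the other for any of the 19 genes, and Spp1 stands at 10.86 against 4.82.

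All 19 genes passed an adjusted p of 0.05 from limma, with values between 0.00623 for Kcnab1 and 0.0303 for Arg1. Of these 19, 2 passed without RA + saline replicate 1, 13 without replicate 2 and 0 without replicate 3, and 14 passed with the equal-variance test and 0 with the unequal-variance test. With the replicate number as a block in limma, 0 of the 19 passed, at adjusted p of 0.0697 to 0.0779. Arg1 did not pass without CIH + Ang II replicate 2 (adjusted p = 0.0507) or replicate 3 (adjusted p = 0.0504). The E1A and DCP control probes were higher on the arrays of AD tissues, and scaling to them lowers the log2 fold changes of all probes alike, by less than the smallest rise among the 19, so it says nothing on their direction.

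Each of the 20 lncRNA entries of Table 2 and of the 20 circRNA entries of Table 3 was also matched by 1 probe. For the lncRNAs, 9 probes rose and 10 fell at an adjusted p under 0.05 from limma, and 1 that was higher in AD tissues had an adjusted p of 0.0515. For the circRNAs, 10 rose and 10 fell. Without RA + saline replicate 3, with the unequal-variance test, or with the replicate number as a block in limma, 0 of all probes and so 0 of these entries passed. The log2 fold changes ran from 3.82 to 9.85 and from -6.79 to -5.61 for the lncRNAs, and from 2.74 to 4.11 and from -5.01 to -3.28 for the circRNAs. In 10 of the lncRNA pairs and 6 of the circRNA pairs the group with the lower signal had a mean under 1, near the negative control, so the size of those changes is uncertain.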

The top 10 upregulated and downregulated genes of DEmRNAs, DElncRNAs, and DEcircRNAs are listed in Tables 1–3, respectively.

**FIGURE 3:**
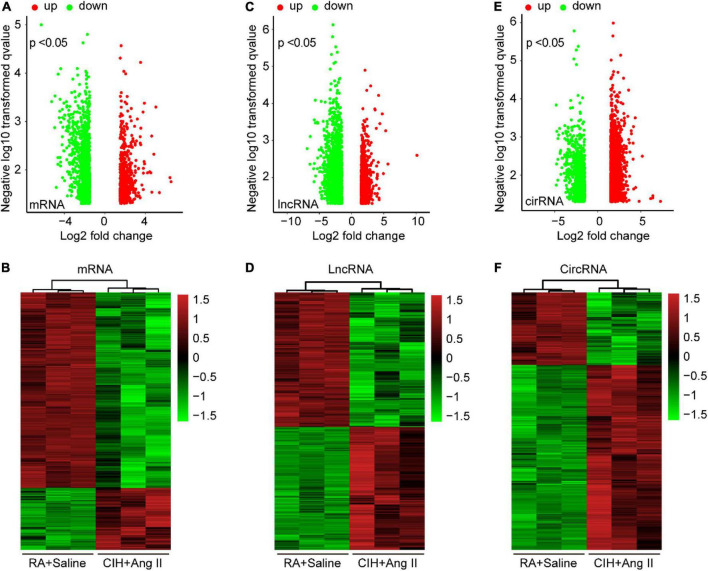
Volcano plots and heatmaps of differentially expressed (DE) mRNAs, long-non-coding RNAs (lncRNAs), and circular RNAs (circRNAs) in aortic dissection (AD) and normal tissues. **(A,C,E)** Volcano plots of DE mRNAs **(A)**, lncRNAs **(C)**, and circRNAs **(E)** in the ceRNA microarray; green and red points represent down- and upregulated transcripts, respectively; **(B,D,F)** The heatmap of DE mRNAs **(B)**, lncRNAs **(D)**, and circRNAs **(F)** in the ceRNA microarray. From panels **(A–F)**, log (fold change) ≥ 1.5 or ≤ -1.5, *P* < 0.05.

**TABLE 1:** The top 10 upregulated and downregulated genes of DEmRNAs.

Gene symbol	LogFC	*p*-values	Gene symbol	LogFC	*P*-values
Saa3	6.537	0.018	Perp	–4.425	0.000
Spp1	6.433	0.015	Npnt	–4.455	0.001
Lars2	5.387	0.030	Cytl1	–4.500	0.001
Clec4d	5.033	0.001	Kcnab1	–4.613	0.000
Nxpe5	4.840	0.005	2210407C18Rik	–4.627	0.006
P4ha3	4.634	0.029	Dsp	–4.628	0.008
Ptx3	4.622	0.002	Mylk4	–4.795	0.023
Kap	4.534	0.012	Synpo2	–4.915	0.000
Arg1	4.429	0.011	Ppef1	–4.958	0.001
Trem2	4.205	0.012	Slc22a1	–5.255	0.000

DEmRNAs, differentially expressed mRNAs.

**TABLE 2:** The top 10 upregulated and downregulated genes of DElncRNAs.

Accession	LogFC	*p*–values	Accession	LogFC	*P*-values
NON-MMUT007296	4.195	0.000	NON-MMUT016917	–6.889	0.002
NON-MMUT109857	4.266	0.020	NON-MMUT132917	–6.449	0.004
NON-MMUT133367	4.275	0.036	ENSMUST00000181120	–6.392	0.001
ENSMUST00000143272	4.281	0.040	NON-MMUT017361	–5.870	0.006
NON-MMUT096745	4.397	0.000	NON-MMUT111310	–5.800	0.013
NON-MMUT093632	4.759	0.000	NON-MMUT111296	–5.776	0.000
NON-MMUT093631	4.939	0.008	NON-MMUT010241	–5.771	0.004
NON-MMUT094891	5.290	0.001	NON-MMUT116079	–5.620	0.000
NON-MMUT135123	5.642	0.004	ENSMUST00000131898	–5.604	0.000
NON-MMUT110746	10.148	0.003	ENSMUST00000148089	–5.581	0.009

DElncRNAs, differentially expressed lncRNAs.

**TABLE 3:** The top 10 upregulated and downregulated genes of DEcircRNAs.

CircRNA_ID	LogFC	*p*-values	CircRNA_ID	LogFC	*P*-values
mmu_circ_0008002	2.867	0.011	mmu_circ_0004366	–4.643	0.014
mmu_circ_0008306	2.931	0.003	mmu_circ_0000570	–3.815	0.001
mmu_circ_0002842	2.933	0.037	mmu_circ_0001881	–3.814	0.003
mmu_circ_0000648	2.950	0.002	mmu_circ_0016354	–3.697	0.001
mmu_circ_0000746	3.127	0.044	mmu_circ_0014597	–3.686	0.012
mmu_circ_0013434	3.242	0.011	mmu_circ_0004377	–3.600	0.008
mmu_circ_0007410	3.274	0.040	mmu_circ_0004358	–3.573	0.007
mmu_circ_0005483	3.304	0.002	mmu_circ_0009280	–3.540	0.005
mmu_circ_0001921	3.618	0.046	mmu_circ_0015838	–3.420	0.007
mmu_circ_0003720	4.404	0.021	mmu_circ_0007117	–3.370	0.012

DEcircRNAs, differentially expressed cirRNAs.

### Functional enrichment analyses of differentially expressed mRNAs

To further reveal the functions of the DEmRNAs in the development of AD induced by CIH and Ang II, GO and KEGG analyses were performed to classify the functions of the DEmRNAs (Figure 4). GO enrichment analysis showed that 81 GO terms were enriched (FDR < 0.05) in DEmRNAs, which included 34 BP, 40 cellular components (CC), and seven molecular function (MF) ontologies (Figures 4A–C). For BP ontology, the DEmRNAs were mostly enriched in cell apoptosis, cell proliferation, cell migration, inflammation, and hypoxia-related terms (Figure 4A), including “-positive regulation of cell migration,” “negative regulation of cell proliferation,” “positive regulation of smooth muscle cell proliferation,” “response to hypoxia,” “response to ischemia,” “apoptotic process,” “inflammatory response,” “neutrophil chemotaxis,” “positive regulation of TNF production,” “positive regulation of angiogenesis,” and “-positive regulation of nitric-oxide synthase biosynthetic process.” In CC ontology, the “nucleus,” “membrane,” “cytoplasm,” “stress fiber,” “cell junction,” “extracellular matrix,” and “actin cytoskeleton” were enriched (Figure 4B). For MF ontology, the DEmRNAs were mostly enriched in “protein binding,” “integrin binding,” “metal ion binding,” “actin binding,” “heparin binding,” “extracellular matrix structural constituent,” and “scaffold protein binding” (Figure 4C). For KEGG pathway enrichment analysis, 34 GO terms were enriched (FDR < 0.05), and the DEmRNAs were most significantly enriched in “PI3K-Akt signaling pathway,” “Focal adhesion,” “Regulation of actin cytoskeleton,” “MAPK signaling pathway,” “Rap1 signaling pathway,” “Calcium signaling pathway,” “cAMP signaling pathway,” “Chemokine signaling pathway,” “cGMP-PKG signaling pathway,” “Platelet activation,” “HIF-1 signaling pathway,” and “TGF-beta signaling pathway” (Figure 4D). Importantly, these pathways were mostly related to inflammation, apoptosis, vascular activity, and hypoxia.

**FIGURE 4:**
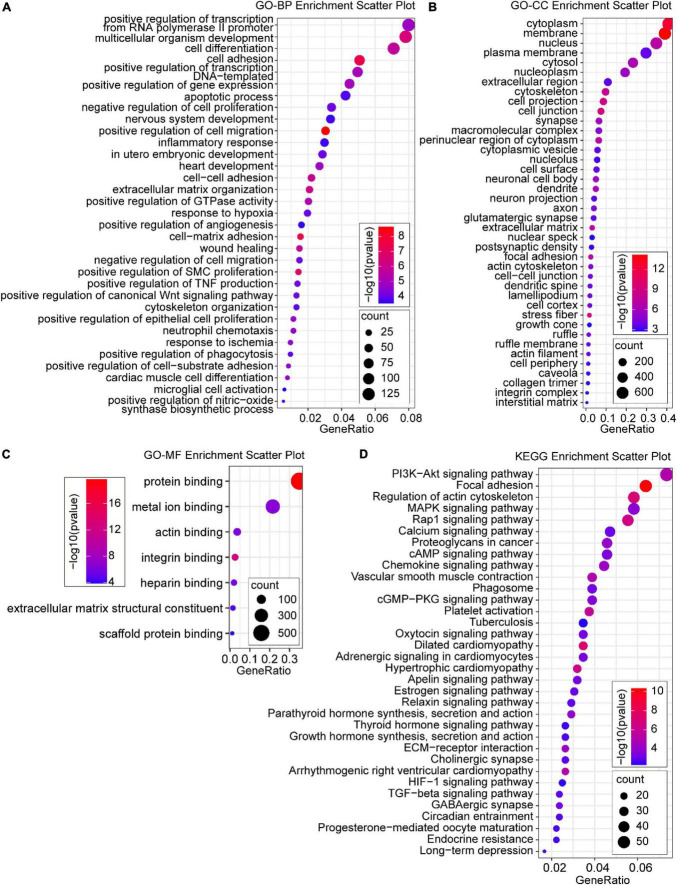
Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genome (KEGG) enrichment analysis of DE mRNAs. **(A)** Significant GO biological process (BP) terms; **(B)** significant GO cellular component (CC) terms; **(C)** most significant GO molecular function (MF) terms; **(D)** enriched KEGG pathway terms. *P* < 0.05 for all significant GO terms and KEGG pathway terms.

### Protein–protein interaction network construction and hub gene identification

We then constructed a PPI network and evaluated the interactions through the STRING database to explore the association between the DEmRNAs. After calculation, the interaction score was set at 0.9, 609 nodes and 934 connections were generated, and the PPI network was visualized using the Cytoscape software (Figure 5A). Subsequently, the top 15 DEmRNAs with a high degree of connectivity were selected as hub genes in AD tissues induced by CIH and Ang II (Figure 5B and Table 4). 

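Of 13 hub genes followed here, 12 were each matched to 1 probe by their printed fold change and P, and 6 of them rose and 6 fell in AD tissues at an adjusted p under 0.05 from limma. The same 12 passed when adjusted over the list alone, which is not independent evidence because the study picked the list on these arrays. Itgam, an integrin of myeloid cells, read 6.80 ± 0.74 (SD, n = 3) in AD tissues and 4.13 ± 0.16 (SD, n = 3) in normal tissues, a log2 fold change of 2.68 (standard error 0.39, adjusted p = 0.0185 from limma). Actb, cytoplasmic beta-actin, rose by 1.91 (standard error 0.22, adjusted p = 0.0131 from limma), and Polr2a, the largest subunit of RNA polymerase II, by 1.45 (standard error 0.26, adjusted p = 0.0268 from limma). Taken between log2 means, Polr2a was under the limit of 1.5 of the paper, which its printed 1.501 meets.

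Pias1, a SUMO ligase, fell by 2.18 (standard error 0.13, adjusted p = 0.00707 from limma). Of the list of 24 genes of focal adhesion and stress fibers, 2 had a matched probe and both fell, the integrin subunits Itgb3 (by 2.16, adjusted p = 0.0456 from limma) and Itgb1 (by 1.61, adjusted p = 0.0305 from limma). The RNA helicase Ddx5 fell by 1.89, the catalytic subunit of protein kinase A Prkacb by 1.81 and the histone-binding protein Rbbp7 by 1.55. For Ddb2, 2 probes carried the printed values, so no value is given.

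**Figure D2:**
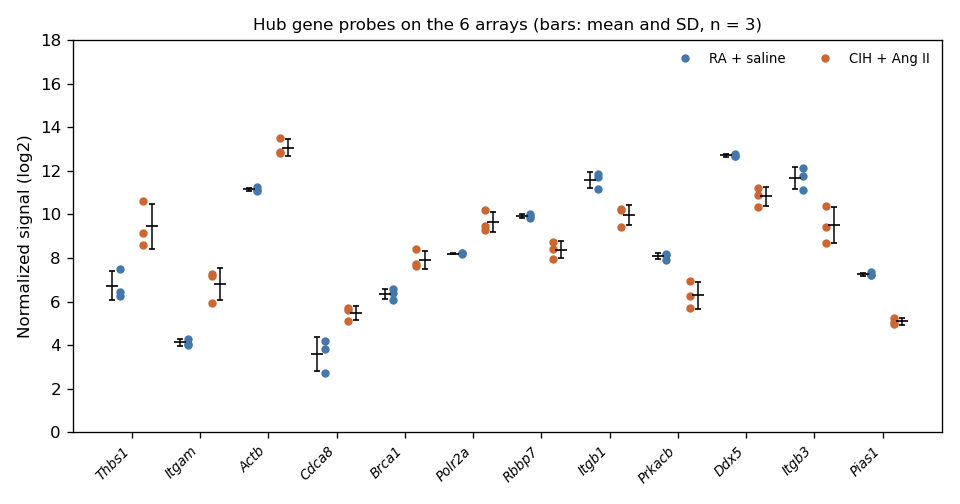
Normalized log2 signal of the probes matched to 12 hub genes on the 3 arrays of normal tissues (RA + saline) and the 3 arrays of AD tissues (CIH + Ang II). Each point is 1 array, and the bars give the mean and SD. The 3 values of one group do not overlap the 3 of the other for any of the 12 genes, and Itgam stands at 6.80 against 4.13.

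The calls depended on the arrays and on the test: 0 of the 12 passed without RA + saline replicate 1, 2 without replicate 2 and 0 without replicate 3. With the equal-variance test 4 of the 12 passed, with the unequal-variance test 0, and with the replicate number as a block in limma 0, at adjusted p of 0.0697 to 0.108. Itgb3 did not pass without CIH + Ang II replicate 2 (adjusted p = 0.0793) or replicate 3 (adjusted p = 0.0894), and Prkacb not without replicate 1 (adjusted p = 0.0574). The E1A and DCP control probes were higher on the arrays of AD tissues, and on values scaled to them Actb, Polr2a and Itgam stood at -0.24, -0.70 and 0.53 and did not pass (adjusted p of 0.647, 0.193 and 0.346 from limma). This scaling lowers the log2 fold changes of all probes alike, so the changes of sign are no falls, and the genes that fell are not tested by it. It rests on control probes with a mean of 5 to 11. Actb lay above that range, at 13.07 in AD and 11.15 in normal tissues. The control probe E1A_r60_a97 (mean 12.94) differed by 1.79, so the sign of Actb is not settled by this scaling.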

We confirmed the screening results by quantitative reverse transcription-polymerase chain reaction (qRT-PCR), and the expression of these hub genes (seven upregulated and eight downregulated genes) was consistent with the ceRNA microarray (Figures 6A,B). Moreover, most upregulated hub genes were related to inflammation and apoptosis, including *Casp3*, *Brca1*, *Cdca8*, and *Thbs1* (Table 4 and Figure 6A).

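Thbs1 (thrombospondin 1), a matrix glycoprotein released by platelets and vascular cells, read 9.45 ± 1.03 (SD, n = 3) in AD tissues and 6.73 ± 0.66 (SD, n = 3) in normal tissues. This is a log2 fold change of 2.72 (standard error 0.62, adjusted p = 0.0440 from limma). Of the list of 28 cell cycle genes, 2 had a matched probe and both rose. Cdca8, a subunit of the chromosomal passenger complex of mitosis, rose by 1.88 (standard error 0.43, adjusted p = 0.0438 from limma), and Brca1, a DNA repair protein, by 1.57 (standard error 0.26, adjusted p = 0.0235 from limma). Cdca8 did not pass without any one of the CIH + Ang II arrays (adjusted p of 0.0881, 0.0708 and 0.0879) and Thbs1 not without replicate 2 or 3 of them (0.0519 and 0.0712), and Brca1, Cdca8 and Thbs1 did not pass without any one of the RA + saline arrays (adjusted p of 0.0647 to 0.0989, 0.0681 to 0.118 and 0.101 to 0.141). With array weights Cdca8 and Thbs1 did not pass (adjusted p of 0.104 and 0.0849), and with the replicate number as a block Brca1, Cdca8 and Thbs1 did not (adjusted p of 0.0745, 0.108 and 0.103). On values scaled to the E1A and DCP control probes, which were higher on the arrays of AD tissues, Brca1, Cdca8 and Thbs1 stood at -0.58, -0.27 and 0.57 and did not pass (adjusted p of 0.379, 0.703 and 0.492 from limma). This scaling shifts the log2 fold changes of all probes alike, so the change of sign follows from the shift and is no fall. It rests on control probes with a mean of 5 to 11, and Cdca8 read 3.60 in normal tissues, under that range.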

**FIGURE 5:**
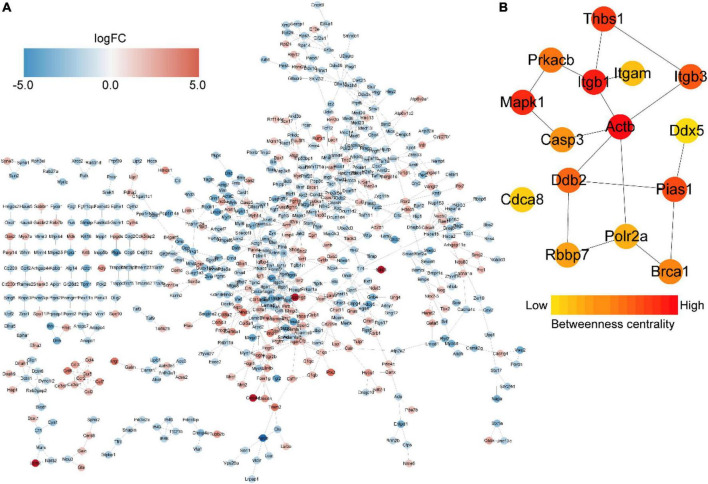
Protein–protein interaction (PPI) networks and hub genes of differentially expressed mRNAs (DEmRNAs) in aortic dissection (AD) tissues compared with controls. **(A)** PPI networks show the interaction of DEGs, with interaction scores > 0.9. The red to blue color gradient indicates an up- to downregulation of DEmRNAs, indicated by logFC. **(B)** The top 15 hub genes from DEmRNAs. The red to yellow color gradient indicates high to low centrality.

**TABLE 4:** The hub-genes of DEmRNAs.

Gene symbol	LogFC	*p*-values	Gene symbol	LogFC	*P*-values
Polr2a	1.501	0.034	Ddb2	–2.264	0.027
Casp3	1.517	0.000	Pias1	–2.171	0.000
Brca1	1.601	0.009	Itgb3	–2.049	0.027
Cdca8	1.785	0.035	Ddx5	–1.843	0.017
Actb	1.945	0.011	Prkacb	–1.722	0.032
Itgam	2.784	0.021	Mapk1	–1.668	0.012
Thbs1	2.868	0.025	Itgb1	–1.593	0.010
/	/	/	Rbbp7	–1.519	0.016

DEmRNAs, differentially expressed mRNAs.

**FIGURE 6:**
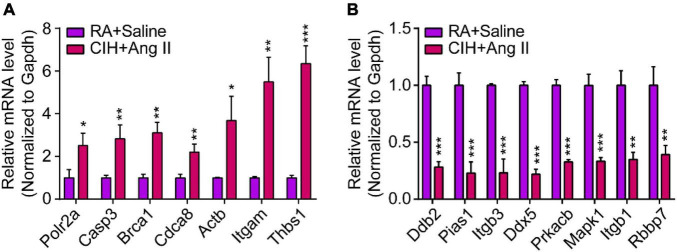
Quantitative real-time polymerase chain reaction (qRT-PCR) analysis of gene expression levels of hub genes in aortic dissection (AD) tissues induced by chronic intermittent hypoxia (CIH) and Ang II. **(A,B)** qRT-PCR analysis show relative gene expression of hub genes, including **(A)** upregulated hub genes and **(B)** downregulated hub genes. *n* = 3 per group, *P < 0.05, **P < 0.01, ***P < 0.001.

### Functional analysis of intersectional genes between differentially expressed long-non-coding RNAs *cis*-regulated target genes and differentially expressed mRNAs

Studies have reported that *cis*-regulation, *via* recruitment of remodeling factors to local chromatin, is one of the working modes of lncRNAs (21). To investigate the functions of DElncRNAs in regulating downstream genes in OSA-AD, genes located in 10 kbp downstream of DElncRNAs were identified as *cis*-regulatory genes and 2,290 genes were predicted. Furthermore, for the 1742 DEmRNAs and 2290 DElncRNAs, 342 *cis*-regulated genes were screened as intersectional genes using the Venn diagram (Figure 7A). Results from GO analysis showed that these genes were mostly enriched in vascular homeostasis-related terms in the BP, CC, and MF categories (Figure 7B), including “regulation of cell morphogenesis involved in differentiation,” “cell-substrate adhesion,” “negative regulation of cellular component movement,” “muscle system process,” “positive regulation of cell morphogenesis involved in differentiation,” “regulation of cell-substrate adhesion,” “-positive regulation of cell projection organization,” “negative regulation of locomotion,” “muscle contraction,” “stress fiber,” “actin filament bundle,” “contractile actin filament bundle,” “actin binding,” “scaffold protein binding,” and “GTPase binding.” KEGG analysis results showed that these genes were mainly enriched in cell apoptosis and vascular homeostasis-related terms (Figure 7C), such as “Focal adhesion,” “Regulation of actin cytoskeleton,” “Hypertrophic cardiomyopathy,” “Dilated cardiomyopathy,” “Vascular smooth muscle contraction,” “PI3K-Akt signaling pathway,” “Platelet activation,” “Oxytocin signaling pathway,” and “cGMP-PKG signaling pathway.”

**FIGURE 7:**
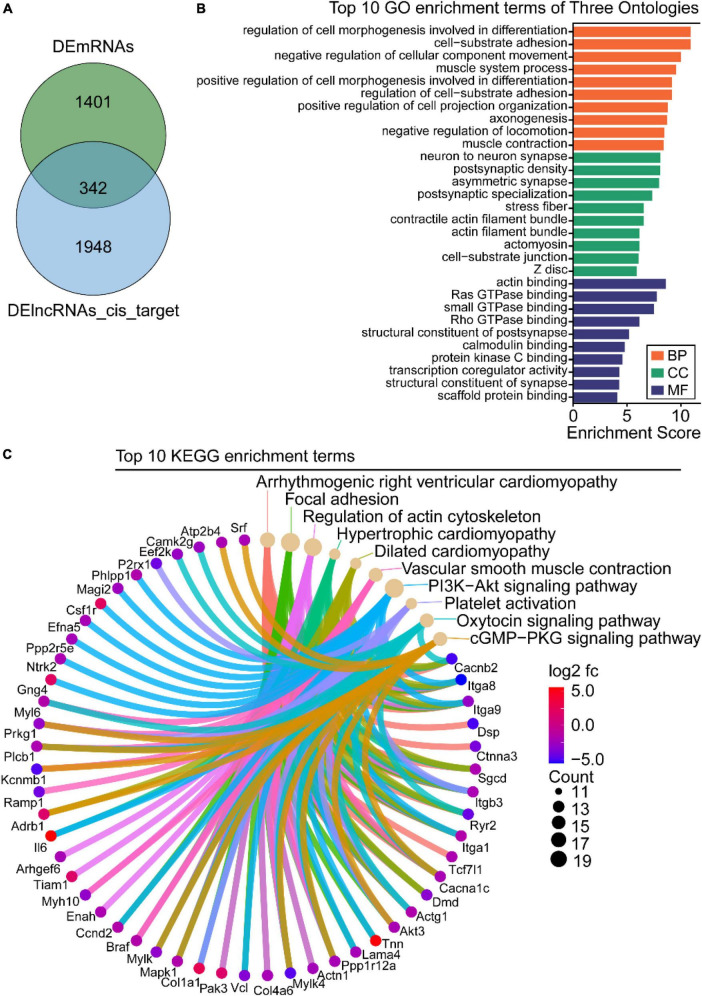
Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genome (KEGG) enrichment analysis of the intersection between differentially expressed long-non-coding RNAs (DElncRNAs) *cis*-regulated target genes and differentially expressed mRNAs (DEmRNAs). **(A)** Venn diagram of DEmRNAs and DElncRNAs target genes. **(B)** GO analysis of the intersectional genes, the three ontologies mainly include CC, BP, and MF. **(C)** KEGG pathway analysis of the intersectional genes between DElncRNAs target genes and DEmRNAs.

To visually display a specific lncRNA *cis*-regulatory relationship in OSA-AD, we constructed DElncRNA mediated *cis*-regulatory networks using 342 genes and 486 lncRNA–mRNA regulatory pairs (Figure 8). The networks showed that *Hdac9* was *cis*-regulated by 19 DElncRNAs, including NON-MMUT013912, NON-MMUT013913, NON-MMUT013914, NON-MMUT013915, NON-MMUT013916, NON-MMUT013917, NON-MMUT088223, NON-MMUT088 230, NON-MMUT088234, NON-MMUT088235, NON-MMU T088244, NON-MMUT088252, NON-MMUT088254, NON-MMUT088255, NON-MMUT088258, NON-MMUT088265, NON-MMUT088267, NON-MMUT088268, and NON-MMUT 088271. In addition, *Lrrtm3* and *Ctnna3* were *cis*-regulated by the same DElncRNAs: NON-MMUT005920, NON-MMUT0 05925, NON-MMUT005926, and NON-MMUT005929.

**FIGURE 8:**
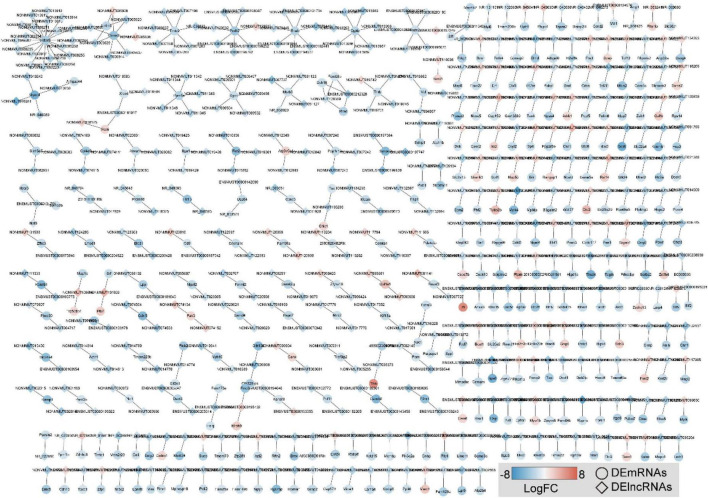
Construction of DE long-non-coding RNAs (DElncRNAs)-mediated *cis*-regulatory networks in aortic dissection (AD) tissues induced by chronic intermittent hypoxia (CIH) and Ang II. A total of 486 lncRNA–mRNA regulatory pairs were identified in AD tissues. The red to blue color gradient indicates the up- to downregulation of DE lncRNAs/mRNAs indicated by logFC; the circular nodes represent mRNAs, the rhombic nodes represent long-non-coding RNAs (lncRNAs).

### Functional analysis of differentially expressed circular RNAs host genes in obstructive sleep apnea-related aortic dissection

We further traced the host genes of the 536 DEcircRNAs in OSA-AD, and obtained 421 host genes (Figure 9A). Notably, nine circRNAs (mmu_circ_0004377, mmu_circ_0004375, mmu_circ_0004373, mmu_circ_0004371, mmu_circ_0004370, mmu_circ_0004366, mmu_circ_0004362, mmu_circ_0004361, and mmu_circ_0004358) were transcribed from the host gene of *Mtap1b*. *Rabep1* was the common host gene for seven circRNAs, including mum_circ_0003310, mmu_circ_0003309, mmu_circ_0003308, mmu_circ_0003307, mmu_circ_0003306, mmu_circ_0000282, and mum_circ_0000281. Moreover, circRNAs from the same host gene had the same expression trend (Figure 9A). KEGG pathway enrichment analysis revealed that the 421 host genes were mainly involved in vasoactive, vessel structural homeostasis, and inflammatory terms (Figure 9B), including “Calcium signaling pathway,” “Focal adhesion,” “Regulation of actin cytoskeleton,” “cGMP-PKG signaling pathway,” “MAPK signaling pathway,” “T cell receptor signaling pathway,” and “cAMP signaling pathway.”

**FIGURE 9:**
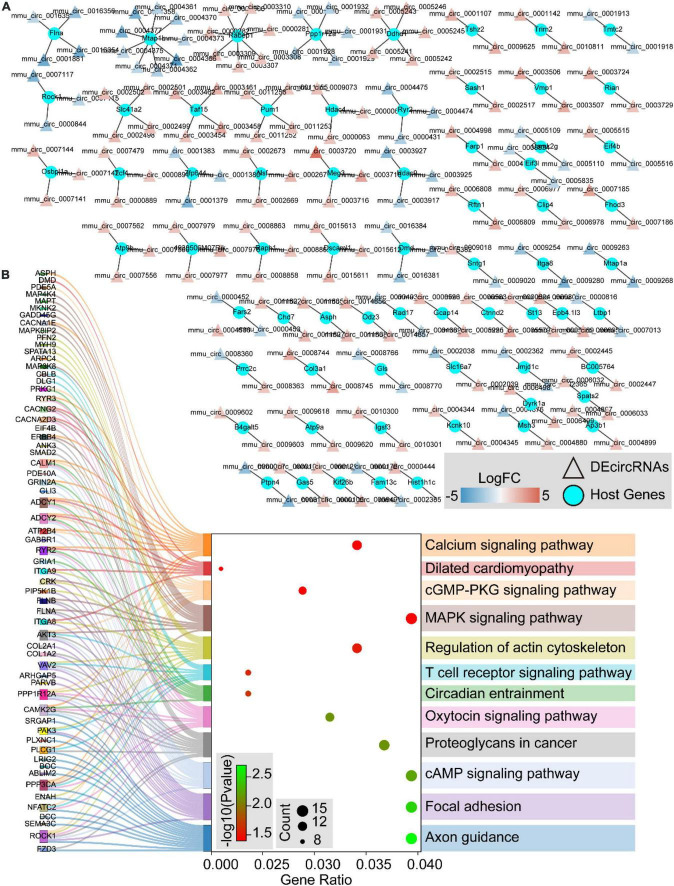
The host genes of differentially expressed circular RNAs (DEcircRNAs). **(A)** The networks of DEcircRNAs host genes in aortic dissection (AD) tissues induced by chronic intermittent hypoxia (CIH) and Ang II. The red to blue color gradient indicates up- to downregulation of DEcircRNAs, indicated by logFC; circular nodes represent mRNAs and triangular nodes represent circRNAs. **(B)** Sankey’s diagram showing the classification of DEcircRNAs host genes in AD tissues induced by CIH and Ang II, based on GO and KEGGs analyses.

### Inflammation and apoptosis were widely found in human aortic dissection and the validation of hub genes in human aortic dissection

To validate the inflammation and apoptosis status in human aortic dissection and the conservation of hub genes, we used the human aortic dissected tissues to stained apoptotic and inflammatory indicators, including IL-1β, CASP3, and Tunel. As the data showed that the IL-1β was overexpressed in AD group compared to normal human aortic tissue (Figure 10A), indicated that the inflammatory response was accompanied in the process of AD. Meanwhile, the CASP3 protein and Tunel staining exhibited the cell apoptosis was activated in AD process (Figures 10B,C). What’s more, we detected the protein expressions of CASP3 and PARP1, which related to apoptosis and necrosis, in endothelial cells by Western blot analysis, and the data showed the apoptosis and necrosis were activated in hypoxia/Ang II treated endothelial cells (Supplementary Figure 1C). Then, we measured the expression of those hub genes in human AD tissues which were screened in CIH/Ang II-induced mouse AD. Our data suggested the expression of *CASP3*, *BRCA1*, *ACTB1*, *ITGAM*, *THBS1*, *DDB2*, *PRKACB*, and *ITGB1* in AD tissues shows species conservation (Figures 10D,E). This part suggested the inflammation and apoptosis were widely found in human aortic dissection and those hub genes show species conservation in human and mouse.

**FIGURE 10:**
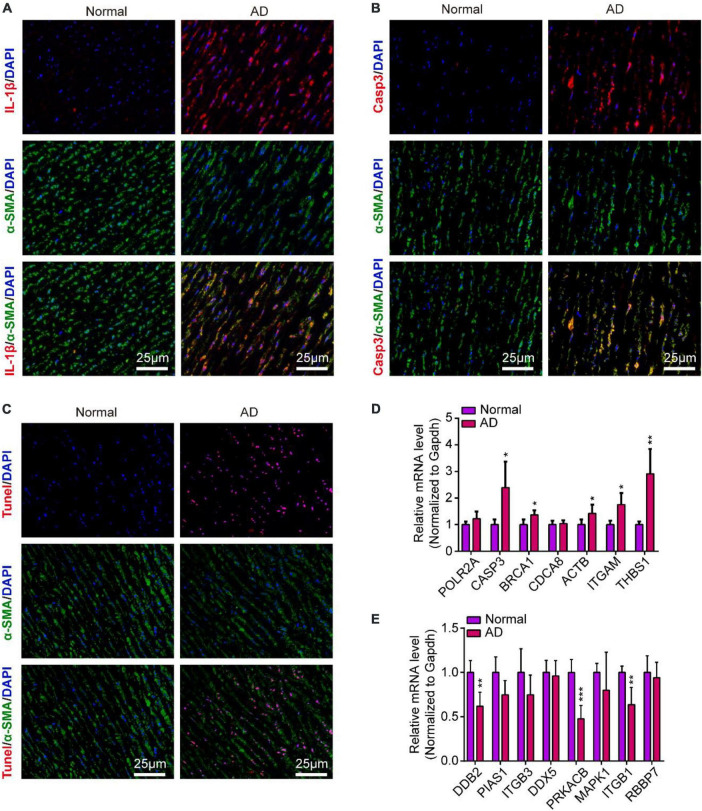
Inflammation and apoptosis were widely found in human aortic dissection and the validation of hub genes in human aortic dissection. **(A–C)** Representative images of immunofluorescence staining demonstrate Il-1β **(A)**, Casp3 **(B)** expression and Tunel positive cells **(C)** in human aortic tissues of aortic dissection (AD) and normal controls. Scale bar = 25 μm. **(D,E)** Quantitative real-time polymerase chain reaction (qRT-PCR) analysis show the expression of hub genes in human aortic tissues of AD and normal controls, including **(D)** upregulated hub genes and **(E)** downregulated hub genes. GAPDH was used as internal control; For normal group, *n* = 4, for AD group, *n* = 6; *P < 0.05, **P < 0.01, ***P < 0.001.

## Discussion

Aortic dissection is a cardiovascular emergency with high mortality and is defined by the progressive separation of the aortic layers by a hypertensive blood column, which leads to the degeneration of the aortic media (1). In the past two decades, the role of OSA in the development of AD has been taken seriously. Epidemiological investigations have reported that patients with AD present a higher OSA index (7–10). In patients with Marfan’s syndrome, the prevalence of OSA is much higher than that in matched controls. Moreover, aortic root diameters and mean aortic root diameters are significantly greater in patients with OSA (4.5 ± 0.6 cm) than in those without OSA (3.7 ± 0.6 cm) (12). These findings are consistent with those of Baguet et al. (11). Yanagi et al. (22) showed that patients with acute AD and OSA are characteristically tall, fat, and relatively young men with hypertension and indicated that OSA is a risk factor for acute AD in middle-aged men. Subsequent studies have consistently identified OSA as an important risk independent of AD, and oxygen therapy for the treatment of AD has been considered. A case report showed successful therapy in a patient with acute AD (De Bakey type 3b) combined with OSA using non-invasive positive pressure ventilation treatment (23). A molecular mechanism study disclosed that OSA facilitates the production of ROS, followed by HIF-α activation, induction of matrix metalloproteases expression, and eventually, progression of AD (14). Further evaluation of the molecular mechanism of OSA-AD is essential for the establishment of therapeutic strategies.

In this study, we first simulated OSA to establish the OSA-AD animal model using the CIH system. After 4 weeks of CIH and Ang II administration, 73.33% of mice had AD. This percentage was much higher than that for Ang II (26.67%) or CIH (12.50%) alone. Histological staining showed CIH and Ang II induced cystic medial degeneration in the aortic wall, which is characterized by the loss of elastic fibers and smooth muscle cells. Consistently, these features were reported by Humphrey et al. (24). To demonstrate the potential changes in transcript levels, we performed the SBC-ceRNA microarray assay, which is an effective method to study the molecular mechanism of disease (25–27). A total of 1,742 mRNAs, 2,625 lncRNAs, and 537 circRNAs were dysregulated in OSA-AD tissues, including 1,152 downregulated mRNAs, 590 upregulated mRNAs, 1,507 downregulated lncRNAs, 1,118 upregulated lncRNAs, 167 downregulated circRNAs, and 370 upregulated circRNAs. In addition, GO and KEGG enrichment analysis showed that DEmRNAs were mainly enriched in cell proliferation, cell migration, cell apoptosis, inflammatory response, aortic structure, and hypoxia-related terms.

Aortic vascular smooth muscle cells (SMCs) are regarded as the predominant cell type in the medial layer of the aortic wall and play a key role in maintaining structural stabilization (28). The proliferation and migration of SMCs occur in response to vascular injuries and contribute to the development of pathological remodeling and vascular diseases (29). Thus, SMC proliferation and maintenance of appropriate function have been thought to limit the progression of thoracic aortic aneurysm and dissection (30). In our previous study, we showed that Ang II had no significant effect on SMC proliferation (31); however, many studies have shown that hypoxia plays an important role in the proliferation of SMCs (32–34). Our data showed enrichment of “negative regulation of cell proliferation,” “positive regulation of smooth muscle cell proliferation,” “HIF-α signaling pathway,” and “response to hypoxia,” which suggests that the CIH-induced dysregulation of SMC proliferation leads to a loss of aortic middle cells in the OSA-AD model. In GO analysis, the term “positive regulation of cell migration” was enriched and studies have revealed that SMC migration was excessively activated during AD development. Jiang et al. (35) found that in SMCs, S100A12 increases the expression of migration-related MMP2/9 and VCAM-1 by activating the ERK1/2 signaling pathway in thoracic AD. Importantly, Liu et al. (14) showed that hypoxia facilitates the expression of matrix metalloproteases, mediated through HIF-α, and accelerates SMC migration during the development of AD. Therefore, targeting SMC migration signaling pathways may be a potential strategy for treating OSA-AD.

Growing evidence suggests that programmed cell death (apoptosis) plays a central role in SMC loss and AD (36, 37). Our GO and KEGG analyses revealed that 71 DEmRNAs were enriched for the term “apoptotic process” and 53 DEmRANs for “PI3K-Akt signaling pathway,” indicating that apoptosis plays a key role in OSA-AD. In a human study, the expression of the proapoptotic protein BAX was significantly elevated and that of the antiapoptotic protein BCL2L1 was remarkably decreased in AD tissues, indicating that the apoptotic index increased significantly in patients with AD (37). Yuan et al. (36) reported that BRG1 was upregulated in the SMCs of AD tissue, subsequently inducing SMC apoptosis and transition from contractile to synthetic phenotype. In human diseases, apoptosis is often accompanied by an inflammatory response. Not surprisingly, inflammatory terms were highlighted in our GO and KEGG enrichment analyses, including “Inflammatory response,” “-positive regulation of TNF production,” “neutrophil chemotaxis,” “Chemokine signaling pathway,” and “MAPK signaling pathway.” Using transgenic mice, Qiu et al. (38) disclosed that in SMCs, Sirt3 plays a protective role in AD by reducing ROS production, vascular inflammation, and apoptosis. Shen et al. (39) showed that the levels of AKT2 and phospho-AKT in human thoracic AD tissues were significantly reduced. Akt2-deficient mice displayed profound tissue destruction, which was accompanied by apoptotic cell death and inflammatory cell infiltration. Importantly, PPI analysis showed that most upregulated hub genes were related to inflammation and apoptosis. Casp3 is a key protein in the apoptotic pathway. Activated Casp3 degrades structural and functional proteins, which eventually induces cell death (40). Studies have shown that Casp3 is overexpressed in the aortic walls of patients with AD (41) and animal models (42, 43). Studies have found that Brca1 induced cell apoptosis mediated by ERK1/2 activation (44) and P53 signaling (45). Brca1 mediates the inflammatory response between no-tumor hepatitis/cirrhotic tissues and hepatocellular carcinoma (46). However, Singh et al. (47) found that BRCA1 expression was attenuated in the plaque region of human atherosclerotic carotid artery samples, and Brca1 deficiency led to greater inflammation-associated apoptosis and impaired endothelial function. In addition, many studies have reported that Cdca8 and Thbs1 are apoptosis and inflammation-related proteins (48–51). Thus, anti-apoptosis and anti-inflammation may be a potential therapeutic strategy for AD. Consistently, Ren et al. (52) alleviated AD by overexpressing IL-5 to reduce the inflammatory response and smooth muscle cell apoptosis.

Recent studies have indicated that the abnormal expression and functions of non-coding RNAs are closely related to AD (19). In this study, the SBC-ceRNA microarray assay demonstrated an abundance of DElncRNAs and DEcircRNAs in OSA-AD tissues, and included 1,507 downregulated lncRNAs, 1,118 upregulated lncRNAs, 167 downregulated circRNAs, and 370 upregulated circRNAs. KEGG pathway analysis showed that the *cis*-regulated genes of DElncRNAs and host genes of DEcircRNAs were mostly enriched in vessels with structural homeostasis-related terms. In other studies, most DElncRNAs and DEcircRNAs involved in the development of AD were enriched for cell proliferation, migration, apoptosis, and inflammation (17–19). For instance, the lncRNA H19 is involved in the development of AD by regulating SMC migration (18). LncRNA SENCR and lncRNA XIST were demonstrated to play roles in the development of AD by modulating SMC proliferation, migration, and apoptosis and maintaining the phenotypic switching of SMCs (53, 54). Although the functions of a few lncRNAs and circRNAs in AD are known, the functions of many DElncRNAs and DEcircRNAs have not been explained. Therefore, in the future, studies with non-coding RNAs can be used for developing potential therapeutic targets for OSA-AD.

## Conclusion

In summary, we established a *de novo* OSA-AD animal model using ApoE^–/–^ mice that were administered Ang II under CIH-hypoxia conditions. We performed an SBC-ceRNA microarray analysis to screen DEmRNAs, DElncRNAs, and DEcircRNAs for the first time in OSA-AD. GO and KEGG enrichment analysis demonstrated the key signaling pathways in OSA-AD. We discovered hub genes, *cis*-mediated genes, and host genes involved in the development of OSA-AD by constructing complex regulatory networks between the DEmRNAs, DElncRNAs, and DEcircRNAs, respectively. Therefore, our findings provide a basis for understanding the molecular mechanisms involved in the progression of OSA-AD and developing potential therapeutic strategies for OSA-AD.

## Data availability statement

The datasets analyzed for this study can be found in the GEO database, accession number: GSE215935.

## Ethics statement

The animal study was reviewed and approved by Tongji Medical College, Huazhong University of Science and Technology. Written informed consent was obtained from the individual(s) for the publication of any potentially identifiable images or data included in this article.

## Author contributions

JY, LH, and DS conceived and designed the study. YL, DS, and XM performed the experiments and analyzed the data. DS and YL wrote the manuscript. XM, SM, YJ, and DW modified the manuscript. All authors read the final manuscript and approved the submitted version.

## Footnotes

1
http://www.shbio.com/

2
http://www.ehbio.com/ImageGP

3
http://www.bioinformatics.com.cn

4
https://david.ncifcrf.gov

5
https://string-db.org/

## References

[1] SayedAMunirMBahbahEI. Aortic dissection: a review of the pathophysiology, management and prospective advances. *Curr Cardiol Rev.* (2021) 17:e230421186875. 10.2174/1573403X16666201014142930 33059568PMC8762162

[2] AkutsuK. Etiology of aortic dissection. *Gen Thorac Cardiovasc Surg.* (2019) 67:271–6. 10.1007/s11748-019-01066-x 30689200

[3] NienaberCACloughRESakalihasanNSuzukiTGibbsRMussaF Aortic dissection. *Nat Rev Dis Primers.* (2016) 2:16053. 10.1038/nrdp.2016.53 27440162

[4] YeghiazariansYJneidHTietjensJRRedlineSBrownDLEl-SherifN Obstructive sleep apnea and cardiovascular disease: a scientific statement from the American Heart Association. *Circulation.* (2021) 144:e56–67. 10.1161/CIR.0000000000000988 34148375

[5] RanaDTorrilusCAhmadWOkamNAFatimaTJahanN. Obstructive sleep apnea and cardiovascular morbidities: a review article. *Cureus.* (2020) 12:e10424. 10.7759/cureus.10424 32953361PMC7494423

[6] TietjensJRClamanDKezirianEJDe MarcoTMirzayanASadroonriB Obstructive sleep apnea in cardiovascular disease: a review of the literature and proposed multidisciplinary clinical management strategy. *J Am Heart Assoc.* (2019) 8:e010440. 10.1161/JAHA.118.010440 30590966PMC6405725

[7] MoLHeQWangYDongBHeJ. High prevalence of obstructive sleep apnea in Marfan’s syndrome. *Chin Med J.* (2014) 127:3150–5.25189962

[8] NaitoRSakakuraKKasaiTDohiTWadaHSugawaraY Aortic dissection is associated with intermittent hypoxia and re-oxygenation. *Heart Vessels.* (2012) 27:265–70. 10.1007/s00380-011-0149-x 21573950

[9] SaruharaHTakataYUsuiYShiinaKHashimuraYKatoK Obstructive sleep apnea as a potential risk factor for aortic disease. *Heart Vessels.* (2012) 27:166–73. 10.1007/s00380-011-0135-3 21442254

[10] SampolGRomeroOSalasATovarJLLloberesPSagalesT Obstructive sleep apnea and thoracic aorta dissection. *Am J Respir Crit Care Med.* (2003) 168:1528–31. 10.1164/rccm.200304-566OC 12904327

[11] BaguetJPMinvilleCTamisierRRocheFBarone-RochetteGOrmezzanoO Increased aortic root size is associated with nocturnal hypoxia and diastolic blood pressure in obstructive sleep apnea. *Sleep.* (2011) 34:1605–7. 10.5665/sleep.1406 22043131PMC3198215

[12] KohlerMBlairERisbyPNickolAHWordsworthPForfarC The prevalence of obstructive sleep apnoea and its association with aortic dilatation in Marfan’s syndrome. *Thorax.* (2009) 64:162–6. 10.1136/thx.2008.102756 18852161

[13] GaislTRejmerPRoederMBaumgartnerPSieviNASiegfriedS Obstructive sleep apnoea and the progression of thoracic aortic aneurysm: a prospective cohort study. *Eur Respir J.* (2021) 57:2003322. 10.1183/13993003.03322-2020 33214207

[14] LiuWZhangWWangTWuJZhongXGaoK Obstructive sleep apnea syndrome promotes the progression of aortic dissection via a ROS- HIF-1alpha-MMPs associated pathway. *Int J Biol Sci.* (2019) 15:2774–82. 10.7150/ijbs.34888 31853217PMC6909961

[15] AlteshaMANiTKhanALiuKZhengX. Circular RNA in cardiovascular disease. *J Cell Physiol.* (2019) 234:5588–600. 10.1002/jcp.27384 30341894

[16] UchidaSDimmelerS. Long noncoding RNAs in cardiovascular diseases. *Circ Res.* (2015) 116:737–50. 10.1161/CIRCRESAHA.116.302521 25677520

[17] ZhangSZhaoSHanXZhangYJinXYuanY Lnc-C2orf63-4-1 Confers VSMC homeostasis and prevents aortic dissection formation via STAT3 interaction. *Front Cell Dev Biol.* (2021) 9:792051. 10.3389/fcell.2021.792051 34938738PMC8685433

[18] RenMWangTWeiXWangYOuyangCXieY LncRNA H19 regulates smooth muscle cell functions and participates in the development of aortic dissection through sponging miR-193b-3p. *Biosci Rep.* (2021) 41:BSR20202298. 10.1042/BSR20202298 33403385PMC7823186

[19] ChengMYangYXinHLiMZongTHeX Non-coding RNAs in aortic dissection: from biomarkers to therapeutic targets. *J Cell Mol Med.* (2020) 24:11622–37. 10.1111/jcmm.15802 32885591PMC7578866

[20] SunDXiangGWangJLiYMeiSDingH miRNA 146b-5p protects against atherosclerosis by inhibiting vascular smooth muscle cell proliferation and migration. *Epigenomics.* (2020) 12:2189–204. 10.2217/epi-2020-0155 33084403

[21] GuilSEstellerM. Cis-acting noncoding RNAs: friends and foes. *Nat Struct Mol Biol.* (2012) 19:1068–75. 10.1038/nsmb.2428 23132386

[22] YanagiHImotoKSuzukiSUchidaKMasudaMMiyashitaA. Acute aortic dissection associated with sleep apnea syndrome. *Ann Thorac Cardiovasc Surg.* (2013) 19:456–60. 10.5761/atcs.oa.12.02014 23328110

[23] YamashitaSDohiTNaruiKMomomuraS. Therapeutic efficacy of continuous positive airway pressure in obstructive sleep apnea patients with acute aortic dissection: a case report. *J Atheroscler Thromb.* (2010) 17:999–1002. 10.5551/jat.4895 20610893

[24] HumphreyJDSchwartzMATellidesGMilewiczDM. Role of mechanotransduction in vascular biology: focus on thoracic aortic aneurysms and dissections. *Circ Res.* (2015) 116:1448–61. 10.1161/CIRCRESAHA.114.304936 25858068PMC4420625

[25] TangXDengZDingPQiangWLuYGaoS A novel protein encoded by circHNRNPU promotes multiple myeloma progression by regulating the bone marrow microenvironment and alternative splicing. *J Exp Clin Cancer Res.* (2022) 41:85. 10.1186/s13046-022-02276-7 35260179PMC8903708

[26] ZhangYHanTLiJCaiHXuJChenL Comprehensive analysis of the regulatory network of differentially expressed mRNAs, lncRNAs and circRNAs in gastric cancer. *Biomed Pharmacother.* (2020) 122:109686. 10.1016/j.biopha.2019.109686 31786464

[27] JiaNTongHZhangYKatayamaHWangYLuW CeRNA expression profiling identifies KIT-related circRNA-miRNA-mRNA networks in gastrointestinal stromal tumour. *Front Genet.* (2019) 10:825. 10.3389/fgene.2019.00825 31552107PMC6746987

[28] KornevaAHumphreyJD. Maladaptive aortic remodeling in hypertension associates with dysfunctional smooth muscle contractility. *Am J Physiol Heart Circ Physiol.* (2019) 316:H265–78. 10.1152/ajpheart.00503.2017 30412437PMC6397387

[29] WangDWangQYanGQiaoYTangC. Phloretin inhibits platelet-derived growth factor-BB-induced rat aortic smooth muscle cell proliferation, migration, and neointimal formation after carotid injury. *J Cardiovasc Pharmacol.* (2015) 65:444–55. 10.1097/FJC.0000000000000213 25945863

[30] LiGWangMCaulkAWCilfoneNAGujjaSQinL Chronic mTOR activation induces a degradative smooth muscle cell phenotype. *J Clin Invest.* (2020) 130:1233–51. 10.1172/JCI131048 32039915PMC7269581

[31] SunDZhangMLiYMeiSQinJYanJ. c-Jun/Ap-1 is upregulated in an Ang IIinduced abdominal aortic aneurysm formation model and mediates Chop expression in mouse aortic smooth muscle cells. *Mol Med Rep.* (2019) 19:3459–68. 10.3892/mmr.2019.10017 30864718PMC6472129

[32] SeongMKangH. Hypoxia-induced miR-1260b regulates vascular smooth muscle cell proliferation by targeting GDF11. *BMB Rep.* (2020) 53:206–11. 10.5483/BMBRep.2020.53.4.136 31818357PMC7196185

[33] ZhaoQSunDLiYQinJYanJ. Integrated analyses of lncRNAs microarray profiles and mRNA-lncRNA coexpression in smooth muscle cells under hypoxic and normoxic conditions. *Biosci Rep.* (2019) 39:BSR20181783. 10.1042/BSR20181783 30850398PMC6443952

[34] SchultzKFanburgBLBeasleyD. Hypoxia and hypoxia-inducible factor-1alpha promote growth factor-induced proliferation of human vascular smooth muscle cells. *Am J Physiol Heart Circ Physiol.* (2006) 290:H2528–34. 10.1152/ajpheart.01077.2005 16399861

[35] JiangWWangZHuZWuHHuRHuX Blocking the ERK1/2 signal pathway can inhibit S100A12 induced human aortic smooth muscle cells damage. *Cell Biol Int.* (2017) 41:1307–15. 10.1002/cbin.10840 28816402

[36] YuanYWangCXuJTaoJXuZHuangS. BRG1 overexpression in smooth muscle cells promotes the development of thoracic aortic dissection. *BMC Cardiovasc Disord.* (2014) 14:144. 10.1186/1471-2261-14-144 25304030PMC4531522

[37] DurduSDenizGCBalciDZaimCDoganACanA Apoptotic vascular smooth muscle cell depletion via BCL2 family of proteins in human ascending aortic aneurysm and dissection. *Cardiovasc Ther.* (2012) 30:308–16. 10.1111/1755-5922.12007 22978789

[38] QiuLYiSYuTHaoY. Sirt3 protects against thoracic aortic dissection formation by reducing reactive oxygen species, vascular inflammation, and apoptosis of smooth muscle cells. *Front Cardiovasc Med.* (2021) 8:675647. 10.3389/fcvm.2021.675647 34095262PMC8176563

[39] ShenYHZhangLRenPNguyenMTZouSWuD AKT2 confers protection against aortic aneurysms and dissections. *Circ Res.* (2013) 112:618–32. 10.1161/CIRCRESAHA.112.300735 23250987PMC3586338

[40] JiangMQiLLiLLiY. The caspase-3/GSDME signal pathway as a switch between apoptosis and pyroptosis in cancer. *Cell Death Discov.* (2020) 6:112. 10.1038/s41420-020-00349-0 33133646PMC7595122

[41] LeeJHKimJLeeSJKimYAMaengYIParkKK. Apoptosis and fibrosis of vascular smooth muscle cells in aortic dissection: an immunohistochemical study. *Int J Clin Exp Pathol.* (2020) 13:1962–9. 32922591PMC7476953

[42] ShiYLiuBWangCSYangCS. MST1 down-regulation in decreasing apoptosis of aortic dissection smooth muscle cell apoptosis. *Eur Rev Med Pharmacol Sci.* (2018) 22:2044–51. 10.26355/eurrev_201804_14734 29687861

[43] DasDGawdzikJDellefave-CastilloLMcNallyEMHusainARamanJ S100A12 expression in thoracic aortic aneurysm is associated with increased risk of dissection and perioperative complications. *J Am Coll Cardiol.* (2012) 60:775–85. 10.1016/j.jacc.2012.04.027 22818064PMC3422448

[44] YanYHaasJPKimMSgagiasMKCowanKH. BRCA1-induced apoptosis involves inactivation of ERK1/2 activities. *J Biol Chem.* (2002) 277:33422–30. 10.1074/jbc.M201147200 12082091

[45] ZhangWLuoJChenFYangFSongWZhuA BRCA1 regulates PIG3-mediated apoptosis in a p53-dependent manner. *Oncotarget.* (2015) 6:7608–18. 10.18632/oncotarget.3263 25797244PMC4480703

[46] DiaoHWangLHuangJJiangMZhouHLiX BRCA1-mediated inflammation and growth activated & inhibited transition mechanisms between no-tumor hepatitis/cirrhotic tissues and HCC. *J Cell Biochem.* (2014) 115:641–50. 10.1002/jcb.24699 24151232

[47] SinghKKShuklaPCQuanAAl-OmranMLovrenFPanY BRCA1 is a novel target to improve endothelial dysfunction and retard atherosclerosis. *J Thorac Cardiovasc Surg.* (2013) 146:949–60.e4. 10.1016/j.jtcvs.2012.12.064 23415688

[48] YaoYZhangXXuJGaoFWuYCuiX circ_014260/miR-384/THBS1 aggravates spinal cord injury in rats by promoting neuronal apoptosis and endoplasmic reticulum stress. *Am J Transl Res.* (2022) 14:518–33. 35173872PMC8829636

[49] LiQLiangJChenB. Identification of CDCA8, DSN1 and BIRC5 in regulating cell cycle and apoptosis in osteosarcoma using bioinformatics and cell biology. *Technol Cancer Res Treat.* (2020) 19:1533033820965605. 10.1177/1533033820965605 33153400PMC7673055

[50] GaoXWenXHeHZhengLYangYYangJ Knockdown of CDCA8 inhibits the proliferation and enhances the apoptosis of bladder cancer cells. *PeerJ.* (2020) 8:e9078. 10.7717/peerj.9078 32377458PMC7194097

[51] ZhuWYangMShangJXuYWangYTaoQ MiR-222 inhibits apoptosis in porcine follicular granulosa cells by targeting the THBS1 gene. *Anim Sci J.* (2019) 90:719–27. 10.1111/asj.13208 30983045

[52] RenWWangZWangJWuZRenQYuA IL-5 overexpression attenuates aortic dissection by reducing inflammation and smooth muscle cell apoptosis. *Life Sci.* (2020) 241:117144. 10.1016/j.lfs.2019.117144 31830482

[53] ZhangXWuHMaiCQiY. Long noncoding RNA XIST/miR-17/PTEN axis modulates the proliferation and apoptosis of vascular smooth muscle cells to affect stanford type a aortic dissection. *J Cardiovasc Pharmacol.* (2020) 76:53–62. 10.1097/FJC.0000000000000835 32282501

[54] SongYWangTMuCGuiWDengYMaR. LncRNA SENCR overexpression attenuated the proliferation, migration and phenotypic switching of vascular smooth muscle cells in aortic dissection via the miR-206/myocardin axis. *Nutr Metab Cardiovasc Dis.* (2022) 32:1560–70. 10.1016/j.numecd.2022.03.004 35351345

# Supplementary material for: mRNA, lncRNA, and circRNA expression profiles in a new aortic dissection murine model induced by hypoxia and Ang II
**Source:** Front Cardiovasc Med. 2022 Oct 26;9:984087. doi: 10.3389/fcvm.2022.984087
**Supplement:** Supplementary file 1

Supplementary Data

mRNA, lncRNA, and CircRNA expression profiles in a new aortic dissection murine model induced by hypoxia and Ang II

Yuanyuan Li^{1,2,#}, Xiaozhu Ma^{1,#}, Shuai Mei¹, Yueping Ji³, Dong Wang³, Liquan He^{3,*}, Dating Sun^{1,3,*}, Jiangtao Yan^{1,*}

#These authors contribute equally to this work

Supplementary Figure

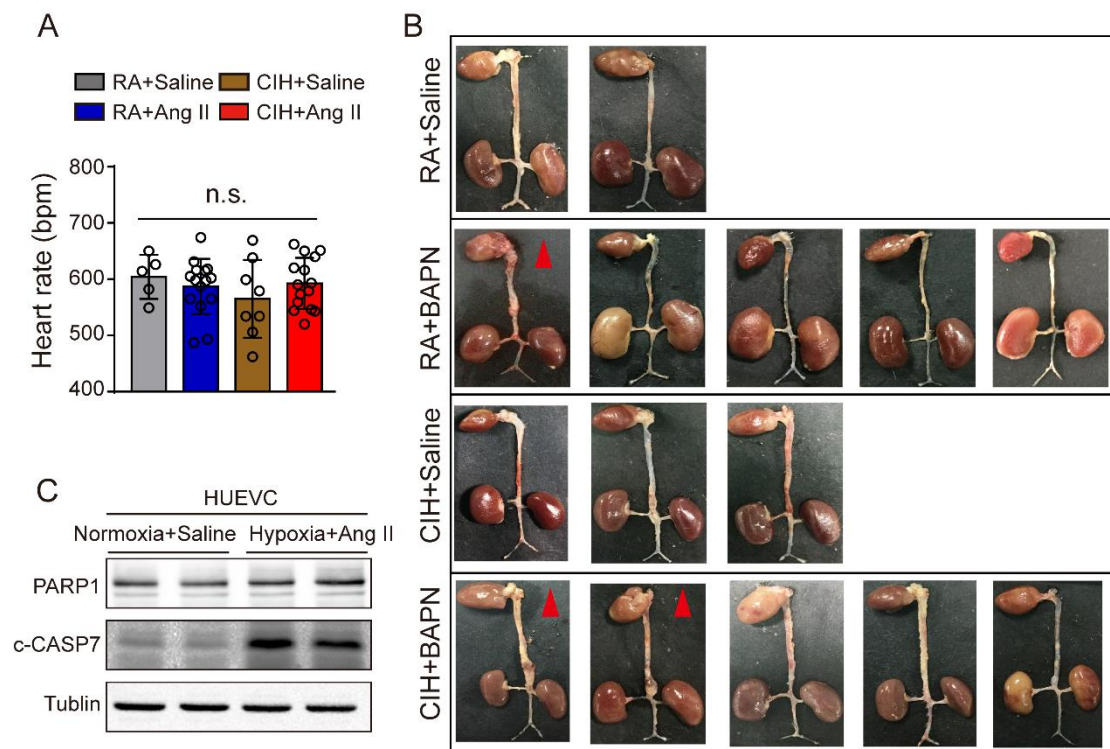

Furgure S1. (A) mice heart rate in four group. n = 5–15 mice per group; n.s., not significant; (B) Whole aorta tissue from the indicated mice after CIH/RA and BAPN/saline administration. The red triangle shows mice with aortic accident. (F) Western blot showing the apoptosis and necrosis related protein expression in HUEVC cells induced by hypoxia and Ang II. Tublin was used as control.

Supplementary Tables

Table S1. Primers for qRT-PCR (mouse)

Genesymbol	Forward sequence: 5' to 3'	Reverse sequence: 5' to 3'
Polr2a	AAATACCCAGAAACAACGGAGG	CCAGTCCGCTCAATCACCC
Casp3	TGAAGGGGTCATTTATGGGACA	CCAGTCAGACTCCGGCAGTA
Brcal	CGAATCTGAGTCCCCTAAAGAGC	AAGCAACTTGACCTTGGGGTA
Cdca8	AGCATCTGTGTGCCTCACTG	ATGAACTGCCATGTTTGCCGA
Actb	GGCTGTATTCCCCTCCATCG	CCAGTTGGTAACAATGCCATGT
Itgam	ATGGACGCTGATGGCAATACC	TCCCCATTACGTCTCCCA
Thbs1	GGGGAGATAACGGTGTGTTTG	CGGGGATCAGGTTGGCATT
Ddb2	TCCGAATGCACAAGAAGAAAGT	CACTGTTTGATCTATGGAGGCTG
Pias1	ACGCAAACACGAACTTCTTACA	TCCGCAGGCGTCATAATTTTC
Itgb3	CCCCGATGTAACCTGAAGGAG	GAAGGGCAATCCTCTGAGGG
Ddx5	TTCCTGCGAATGTCATGGATG	TCCAGTCTGAGCTACTCCAAC
Prkacb	ATGGTTATGGAATACGTCCCTGG	AATTAAGAGGTTTTCCGGCTTGA
Mapk1	GCCTTACTCTACTTCTCCCCA	CTGCCTCTGACTTCTGAATGC
Itgb1	ACTGTGATGCCGTATATTAGCAC	GATATGCGTTGCTGACCAACA
Rbbp7	GAGCGTGTCAACGAAGAG	CCACTGAACGGTAAGACTGGG
Gapdh	AGGTCGGTGTGAACGGATTTG	TGTAGACCATGTAGTTGAGGTCA

Table S2. Primers for qRT-PCR (human)

Genesymbol	Forward sequence: 5' to 3'	Reverse sequence: 5' to 3'
POLR2A	GGGTGGCATCAAATACCCAGA	AGACACAGCGCAAAACTTTCA
CASP3	CATGGAAGCGAATCAATGGACT	CTGTACCAGACCGAGATGTCA
BRCA1	GAAACCGTGCCAAAAGACTTC	CCAAGGTTAGAGAGTTGGACAC
CDCA8	GAAGGGCAGTAGTCGGGTG	TCACGGTCGAAGTCTTTCAGA
ACTB	CATGTACGTTGCTATCCAGGC	CTCCTTAATGTCACGCACGAT
ITGAM	GCCTTGACCTTATGTCATGGG	CCTGTGCTGTAGTCGCACT
THBS1	GCCATCCGCACTAACTACATT	TCCGTTGTGATAGCATAGGGG
DDB2	ACCTCCGAGATTGTATTACGCC	TCACATCTTCTGCTAGGACCG
PIAS1	ACAGTGCGGAACTAAAGCAAA	GGACTTGAATGTACGTTGGGG
ITGB3	CATGAAGGATGATCTGTGGAGC	AATCCGCAGGTTACTGGTGAG
DDX5	ATGTCGGGTTATTCGAGTGACC	TGTGCGCCTAGCCAAATCAG
PRKACB	CCATGCACGGTTCTATGCAG	GTCTGTGACCTGGATATAGCCTT
MAPK1	TACACCAACCTCTCGTACATCG	CATGTCTGAAGCGCAGTAAGATT
ITGB1	CCTACTTCTGCACGATGTGATG	CCTTTGCTACGGTTGGTTACATT
RBBP7	GAGGAGCGTGTCAATGAA	GCATGGGTCATAACCAGGTCATA
GAPDH	GGAGCGAGATCCCTCCAAAAT	GGCTGTTGTCATACTTCTCATGG

How the deposited data were processed for this re-analysis (not part of the article)

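Total RNA from 3 aortic tissues of ApoE-/- mice after CIH + Ang II and 3 after RA + saline was hybridized to one-color mouse ceRNA microarrays. The authors deposited 1 table of log2 signals with 150373 probes and 6 arrays, which they had normalized between arrays. The methods name GeneSpring and a different version of the Agilent extraction software than the submitters' processing notes, which name Agilent Feature Extraction 12.0 and limma. The background correction and the normalization method are not given in the sources used here. The table holds no scanner values, detection flags, slide numbers, gene names or transcript classes, and it has no missing values.

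From these log2 values, fold changes were computed with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, group as the only term) over the 150305 probes that are not control probes. P-values were adjusted by Benjamini-Hochberg over all of these probes. A log2 fold change is the difference between the mean log2 values of 3 arrays per group. The fit was tested on simulated data, in which 200 of 150305 probes were changed, all with a mean at or above the median. Each probe had the same SD in both groups, pooled from its real values. At an adjusted p under 0.05 the fit recovered 9% of 100 probes changed by 1.5 on the log2 scale and 51% of 100 changed by 3, with 1 call among 150105 unchanged probes. At the thresholds of the paper it recovered 53% and 95%, with 1392 calls among the unchanged probes. On the real arrays the median SD was 0.42 for AD tissues and 0.19 for normal tissues, and 32.8% of probes had an unadjusted p under 0.05 from limma. Pairs of arrays were not simulated. The simulated rates are therefore not those of the real data. Single values of control probes were compared with exact permutation tests (scipy 1.17.1 in Python 3.11.15). Figures were drawn with matplotlib 3.10.9.

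The deposited table does not pair probes with genes, and the reference tables used here hold no probe IDs. Entries of Tables 1 to 4 were therefore joined to probes by value: the log2 ratio of the group means of linear signals and the p of an unequal-variance test had to equal the printed fold change and P within 5e-04. The paper does not give these formulas. They were chosen after seeing the data, among 4 kinds of p (unequal-variance or equal-variance on log2 values, unequal-variance on linear signals, and paired), because they gave matches. Some genes of Tables 1 and 4 are not reported here and were left out of all numbers on these tables. The 72 other entries had at least 1 such probe. In Table 1 each of 19 entries and in Tables 2 and 3 each of 20 had exactly 1, and in Table 4 this held for 12 of 13. When the printed fold changes were shifted in 20 steps of 0.01 up to 0.1 in each direction, a probe was found in 0.526%, 0.25%, 1.75% and 6.15% of trials for Tables 1 to 4. A name used for a probe is the paper's name for these 2 values. Values of a named gene are therefore the paper's own measurement given per group and tested with limma. Single lncRNAs and circRNAs are not named, since their entries were joined by value and not by an ID or coordinates.

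The genes to be named had been fixed before the data were examined: genes that the paper names for the arrays, whose printed values had been seen, the probes with the largest changes in each direction, members of gene lists, and reference genes such as Gapdh. Gene lists for pathways and cell types had been fixed at the same time. Few of their members could be followed, so no test of a whole list was made, and the lists of elastic fibers, matrix proteases, hypoxia targets, TGF-beta signaling, neutrophils, T cells, B cells, endothelial cells, fibroblasts, adipocytes, skeletal and cardiac muscle, nerve, epithelium, red cells and platelets had 0 members among the entries followed here. The GO, KEGG, protein interaction, cis-regulation and host gene results of the paper, its qRT-PCR, stained sections and human tissues were not analysed here.

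The labels number the arrays 1 to 3 in each group, and nothing in the labels or the methods says what a number stands for. Whether arrays of the same number deviate together from their group means was checked first over the 75153 probes with a mean at or above the median, where the correlations were 0.194, 0.179 and 0.101. Each was over the limit of 0.1 set for taking the numbers as pairs, so they were taken as pairs, from the data alone. Over all probes, looked at afterwards, the correlations were 0.083, 0.089 and 0.054, under that limit. Both checks were made after the tests with and without the block had been run. In both, each array correlated best with the array of its own number. Deviations from a group mean sum to 0, so some array of the other group must correlate with each array at 0 or above. The second check uses the same arrays and includes the probes of the first, so it is no separate support. The tests without the block stay the ones reported first, as set in advance, with the blocked values beside them.

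The alternatives were an equal-variance test (for 2 groups the same as the one-way ANOVA of the statistics section), an unequal-variance test, eBayes with trend and robust settings, array weights, filters on dim probes at the 25th percentile and at the median of probe means, quantile normalization, centring on the median or the 75th percentile, other thresholds, the replicate number as a block, and leaving out each array. Scaling to spike-in control probes, and fold changes of linear means with the unequal-variance test, were chosen after seeing the data.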

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

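The tests of the control probes and of the spread between arrays were chosen after these patterns had been seen, and the splits of the arrays were planned.

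Large changes outside the tables of the paper were in probes that the deposited table does not name. Among probes with an adjusted p under 0.05 from limma, a mean at or above the median of all probes and no overlap between the groups, A_51_P417747 and A_52_P220912 were higher in AD tissues by 6.85 and 6.19 on the log2 scale. A_52_P1051779 and CUST_75779_PI435794180 were lower, with log2 fold changes of -7.18 and -6.69. A_51_P417747 read 8.23 ± 1.12 (SD, n = 3) in AD tissues and 1.38 ± 1.42 (SD, n = 3) in normal tissues, and A_52_P1051779 read 1.00 ± 0.51 (SD, n = 3) and 8.18 ± 0.60 (SD, n = 3). A_52_P220912 had a mean of 0.58 in normal tissues. In the group with the lower signal these 3 probes lay near the negative control on some or all arrays, so the sizes of their differences and their order are uncertain.

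The paper does not report on the control probes of the arrays. The 13 mid-range E1A and DCP probes had a median log2 difference of 2.21 between AD and normal tissues, a fold of 4.63, and the offset was 1.50, 2.97 and 1.98 on the 3 arrays of AD tissues. A candidate explanation is scaling between arrays, by which arrays with less signal from aortic RNA were raised as a whole together with their spike-in signal. The mid-range spike-in probes of an array should then share 1 offset. On each array of AD tissues the SD of the offset over the 13 probes was at most 0.136 of its mean. This covers only probes with a mean of 5 to 11. Outside this range the differences were uneven, such as 0.05 for E1A_r60_1 (mean 16.87), 1.35 for E1A_r60_n11 (mean 14.66) and -0.17 for DCP_20_9 (mean 2.27). More spike-in RNA in the AD samples would give a shared offset too, so the value of 0.136 does not tell these explanations apart. Some of the 13 probes may also repeat one another. DCP_20_0 and E1A_r60_a20 had means of 9.18 and 9.16, and DCP_22_0 and E1A_r60_a22 of 10.89 and 10.87. Whether they read the same RNA was not tested, so the SD over the probes may be that of fewer targets. The ERCC and ETG control probes decide nothing either. The 7 with a mean of at least 1 had a median difference of 1.49 (0.04 to 1.77), but 9 of 12 ERCC probes had a mean under 1, and what RNA the 7 bind was not tested. The negative control probe and DarkCorner were also higher on every array of AD tissue. They read 0.40 and 1.16 in AD tissues and 0.22 and 0.32 in normal tissues. More spike-in RNA alone would not be expected to raise a probe without a target, but these signals are near the floor and do not decide. Both explanations stay open. The yield of labeled RNA was not measured in the values used here.

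Arrays of AD tissues differed more from each other than arrays of normal tissues, with a median SD over probes of 0.42 against 0.19. That a single array stands apart is argued against by the ratio of the median SD of 2 arrays of AD tissues to that of pairs of arrays of normal tissues, which was 1.97 without CIH + Ang II replicate 2, 2.19 without replicate 1 and 2.31 without replicate 3. Differences in the extent of dissection between mice were not tested.

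The real grouping of the 6 arrays gave 14379 probes at the thresholds of the paper and 23331 at an adjusted p under 0.05 from limma, and the highest of the other splits gave 1666 and 0. In both tests 1 of the 10 splits, the real one, reached the number, and 10 splits are too few for a share under 0.05. Each other split puts arrays of both groups on each side, so the difference between the groups adds to the spread within its sides. Low numbers there follow from this and are no measure of chance. The real split parts all 3 pairs of arrays with the same replicate number. The 3 other splits that do so gave at most 1003 and 0, and the 6 that part 1 pair at most 1666 and 0.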

How the results depend on the processing

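Spike-in scaling and the fold change of linear means were chosen after seeing the data, and the other alternatives in advance. The number of probes at the thresholds of the paper, 14379, stayed within 1.5 times under both plain tests, trend and robust settings, array weights, the lower filter, the 3 normalizations, the replicate block (14446) and each array left out (12104 to 19063). The deposited values were already normalized between arrays, with medians of 3.57 to 3.59 and a highest value of 17.45 on all 6. The 3 normalizations could therefore change little, and they do not test the one applied before. The number at these thresholds was 9276 (4992 lower) with the filter at the median, which tests fewer probes, 29052 (13244 higher, 15808 lower) at a log2 fold change of at least 1 and 6557 (2210 higher, 4347 lower) at 2. The lower probes were 5644 with the unequal-variance test and 5494 with linear means and that test. The number at an adjusted p under 0.05 from limma, 23331, was 38399 (18783 higher, 19616 lower) at 0.1 and 9980 (4312 higher, 5668 lower) with a log2 fold change of at least 1.5. The equal-variance test gave 7523 (3402 higher, 4121 lower) and 4 hub genes, and the unequal-variance test gave 0 in both directions and 0 hub genes, with 30927 probes at an unadjusted p under 0.05. Leaving out 1 array gave 0 to 30672 probes (0 to 14919 higher, 0 to 15753 lower) and 0 to 10 hub genes in place of 12. The low values came without an array of normal tissue (405, 6024 and 0 without replicate 1, 2 and 3). The cause was not tested. All 31 named genes kept their direction in every alternative except spike-in scaling. For most alternatives this was fixed in advance and is no support. The plain tests, trend and robust settings, filters and replicate block leave the log2 fold changes as they are. Leaving out or weighting an array cannot turn a gene whose groups do not overlap, which held for all 31.

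With the replicate number as a block (replicate block), 0 probes, and so 0 of the hub genes and 0 of the 19 mRNAs of Table 1, passed an adjusted p under 0.05 from limma, and 45251 probes had an unadjusted p under 0.05. This block moved no number at the thresholds of the paper by over 1.5 times, and in this balanced design it leaves the log2 fold changes as they are.

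Spike-in scaling gave 116011 probes (123 higher, 115888 lower) at the thresholds of the paper, 125173 (136 higher, 125037 lower) at an adjusted p under 0.05 and 6 hub genes. The log2 fold changes of Polr2a, Brca1, Cdca8 and Actb turned to -0.70, -0.58, -0.27 and -0.24, none of the 4 at an adjusted p under 0.05. Since this scaling lowers all probes of an array alike, a direction in the text is relative to the other probes of the arrays. The offset came from control probes with a mean of 5 to 11 and was uneven outside that range. For other probes the signs and counts on this scale are extrapolated. A slide block, averages over the probes of a gene, counts by any probe of a gene, adjustment within transcript classes and tests of gene lists were not run, as the table gives no slide, gene or class. Signals near the negative control limit the fold changes of dim probes.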

Differences from the paper's values

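None of the 31 named genes differed from the paper's log2 fold change by more than the SD between replicates, and the largest difference was 0.59, for Saa3. The probes had been found by these fold changes, so this only shows the effect of taking means on the log2 scale. Without CIH + Ang II replicate 2, Saa3 differed by more than that SD, as did Spp1 and Trem2 without replicate 3.

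The paper's numbers of mRNAs, lncRNAs and circRNAs could not be set beside numbers of the same classes. At the thresholds of the paper, the 14379 probes over all classes are more than its 3 classes hold together. The same was true of 10125 probes with fold changes of linear means and the unequal-variance test, a setting chosen after seeing the values.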

Other observations

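Of the 68 control probes, 18 were past the thresholds of the paper by the equal-variance test, 18 of them higher and 0 lower in AD tissues. Over all probes, 42.7% had no overlap between the 3 arrays of AD tissues and the 3 of normal tissues, where chance gives 10%. Mouse-PGK1_3 read 11.86 ± 0.74 (SD, n = 3) in AD tissues and 12.46 ± 0.49 (SD, n = 3) in normal tissues, and Mouse-PGK1_5 read 8.22 ± 0.44 (SD, n = 3) and 7.51 ± 0.29 (SD, n = 3). The 2 probes of this gene went in opposite directions. For Human-GAPDH the log2 differences of the _5 and the _3 probe were 0.86 and 0.09, and for Human-PGK1 0.42 and -0.22. They were 0.59 and 0.37 for Rat-GAPDH, 0.80 and -0.68 for Rat-PGK1, and 0.25 and 0.40 for Mouse-GAPDH. Only for Mouse-GAPDH was the difference of the _5 probe the smaller. The cause was not tested. Human-GAPDH_5 and Rat-GAPDH_5 were higher on every array of AD tissue than on every array of normal tissue, with log2 differences of 0.86 and 0.59, and Rat-PGK1_5 with 0.80 (two-sided exact permutation tests, each p = 0.1). Rat-PGK1_3 was lower in AD tissues, with a log2 difference of -0.68 (two-sided exact permutation test, p = 0.1).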
